# Pre-exposure of *Arabidopsis* to the abiotic or biotic environmental stimuli “chilling” or “insect eggs” exhibits different transcriptomic responses to herbivory

**DOI:** 10.1038/srep28544

**Published:** 2016-06-22

**Authors:** Vivien Firtzlaff, Jana Oberländer, Sven Geiselhardt, Monika Hilker, Reinhard Kunze

## Abstract

Plants can retain information about environmental stress and thus, prepare themselves for impending stress. In nature, it happens that environmental stimuli like ‘cold’ and ‘insect egg deposition’ precede insect herbivory. Both these stimuli are known to elicit transcriptomic changes in *Arabidposis thaliana.* It is unknown, however, whether they affect the plant’s anti-herbivore defence and feeding-induced transcriptome when they end prior to herbivory. Here we investigated the transcriptomic response of *Arabidopsis* to feeding by *Pieris brassicae* larvae after prior exposure to cold or oviposition. The transcriptome of plants that experienced a five-day-chilling period (4 °C) was not fully reset to the pre-chilling state after deacclimation (20 °C) for one day and responded differently to herbivory than that of chilling-inexperienced plants. In contrast, when after a five-day-lasting oviposition period the eggs were removed, one day later the transcriptome and, consistently, also its response to herbivory resembled that of egg-free plants. Larval performance was unaffected by previous exposure of plants to cold and to eggs, thus indicating *P. brassicae* tolerance to cold-mediated plant transcriptomic changes. Our results show strong differences in the persistence of the plant’s transcriptomic state after removal of different environmental cues, and consequently differential effects on the transcriptomic response to later herbivory.

Plants face multiple abiotic and biotic stresses throughout their life. Their survival requires the ability to counteract adverse environmental conditions in a timely and cost-saving manner. Numerous plant species are known to successfully cope with transient stress by inducible multi-step responses regulated by hormone signalling pathways that are frequently interconnected^1^,^2^. Consequently, plant responses to a single stressful event or to multiple simultaneous environmental stresses can largely differ^3^.

In nature, certain stresses are often chronologically linked. The preceding stress may be a “warning” cue of upcoming future stress and prime the plant to prepare itself for improved resistance against impending environmental stress^4^,^5^,^6^. If the warning cue is not directly preceding a stress, a primable plant needs to retain information about the warning. Though a specific warning cue is usually expected to reliably indicate what kind of future stress will occur, and after what time lag^7^, sometimes it may also prime a plant for a different, unrelated type of upcoming stress. The “cross stress memory” of this unrelated warning may result in “cross stress tolerance”^8^,^9^.

Priming of more effective plant anti-herbivore defence has been shown in many plant species and in response to a wide range of herbivorous insects. Insect larvae that feed upon a previously warned plant were shown to perform worse and to inflict less damage than larvae on plants that have not been exposed to a warning cue. Priming of a plant for improved defence against herbivory may be elicited by previous herbivory^10^,^11^, exposure to odour of damaged leaf tissue^12^,^13^,^14^, and insect egg deposition^6^,^15^,^16^,^17^,^18^. All these warning cues are closely related to herbivory, and especially insect egg deposition is considered a cue that very reliably indicates impending larval herbivory.

Numerous studies have shown that plants can respond to insect egg deposition by mobilising their defences^19^,^20^. However, in natural environments eggs deposited on plant leaves are frequently removed, e.g. by predators or heavy rainfall. So far, it is unknown whether the plant’s response to eggs ceases after removal of the eggs, since egg removal might be taken as a cue that the danger of impending herbivory is over.

Furthermore, little knowledge is available beyond phenomenological observations how preceding, herbivory-unrelated stress such as unfavourable temperature impacts on later herbivory. In spring, it is not uncommon that feeding activity by herbivorous insects is preceded by a chilling period, because insects usually need warm temperature to hatch from eggs and to start feeding. Plants are able to acclimate to chilling conditions (‘cold acclimation’)^21^,^22^,^23^ and establish an epigenetic memory of the cold period^24^. When temperatures rise in spring, the plants deacclimate, and the retrieval of information on the previous cold exposure leads to a developmental transition. The time period that a plant requires for full deacclimation depends on the plant species^25^. For example, after only one day deacclimation from chilling temperatures the *Arabidopsis thaliana* Col-0 cold-acclimated metabolome and transcriptome are largely, but not completely reset to the state of non-acclimated plants, whereas the tolerance to subsequent freezing temperatures is still elevated^26^,^27^,^28^. However, the pace of deacclimation, including the reversion of cold-induced gene transcript levels to non-acclimated levels, varies strongly between different *Arabidopsis* accessions^28^. It is not known yet if a chilling experience can prime a plant to defend more effectively against a later herbivore attack.

In the current study, we investigated how pre-exposure of *Arabidopsis thaliana* to an environmental cue that is or is not reliably indicating upcoming herbivory affects the plant’s transcriptomic response to herbivory. We asked whether a chilling experience affects the plant’s transcriptomic response to herbivory during deacclimation to warmth, and how this response compares to the capacity to retain information about the highly reliable cue ‘egg deposition’ when the eggs have been removed prior to herbivory.

We chose *A. thaliana* and the butterfly *Pieris brassicae* as a plant–insect model system since *A. thaliana* shows inducible defence reactions against *Pieris* eggs and feeding larvae^29^,^30^,^31^,^32^ and altered transcript patterns after *Pieris* egg deposition^33^,^34^, *Pieris* larval feeding damage^35^,^36^ or exposure to cold^27^,^28^. We analysed the plant’s transcriptome after several days of chilling or egg deposition as primary stimuli and after herbivory as secondary stimulus. Since the incubation period of *P. brassicae* eggs takes about five days until larval hatching, we exposed the plants to both chilling and eggs for five days. We decided to use a short lag time of one day between primary and secondary stimuli because effects of egg deposition on the plant’s transcriptome were not expected to persist for a very long time after egg removal. This expectation is based on the assumption that maintenance of egg-induced transcriptional changes in the absence of eggs might be costly and not beneficial, because the plants are no longer threatened by imminent larval herbivory after egg removal. We chose a mild (4 °C) chilling temperature, because this induces transcript level changes in the majority of regulated genes by a magnitude that is similar to the one induced by oviposition^37^. In addition to the transcriptome analyses, we studied the performance of larvae feeding on plants that had been exposed to chilling temperature or insect egg deposition prior to herbivory. We found that (i) the chilling-induced transcriptomic excitation declines more slowly than the egg-induced excitation; (ii) one day after return to warmth the plant’s transcriptional response to herbivory differs strongly from that of chilling-inexperienced plants; (iii) in contrast, one day after removal of *P. brassicae* eggs the transcriptomic response of the plants to herbivory resembles that of plants that have never been exposed to eggs; (iv) the performance of *P. brassicae* larvae on *Arabidopsis* leaves is neither affected by preceding egg deposition nor chilling treatment.

## Results

### Transcriptional profiling of *Arabidopsis* responses to *Pieris brassicae* egg deposition and chilling

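Leaf RNA of A. thaliana was hybridized to Agilent single-colour microarrays in 12 groups. At the first sampling time point, these were leaves after 5 days with eggs of P. brassicae (P_1_E), leaves after 5 days of chilling (P_1_*) and leaves of untreated plants (C_1_). At the second sampling time point, the eggs had been removed or the chilling had ended 1 day before (P_2_E, P_2_* and C_2_), and at the third 3 days before (P_3_E, P_3_* and C_3_). Plants of 3 further groups were harvested at the third time point after 2 days of larval feeding, without pre-treatment (T), after eggs (P_3_E + T) or after chilling (P_3_* + T). The treatment entry of the P_3_E + T samples gives 3 days between egg removal and feeding, whereas their titles and the paper give 1 day, which is used here. Each group has 3 arrays and C_3_ has 4, which makes 37 arrays, 1 more than the methods count. The deposited files are the output of the Agilent Feature Extraction software, with the mean and median pixel intensity and the local background of every spot. Their values are not normalized between arrays. The median signal of the gene spots lay between 103 and 188 on the 37 arrays (median 139), and its median per group between 112 (P_2_*) and 170 (C_1_), over a median background of 24 to 36. Between 63.2% and 68.9% of the gene spots of an array (median 66.0%) lay well above background. The arrays lay on 5 slides scanned on 2 dates. The arrays of each group were spread over 2 or 3 slides and both scan dates, except for P_2_E, which was scanned on 1 date only. The number of arrays limits the precision of every value.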

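Starting from the mean pixel signal and the median background, the background was corrected with limma's normexp method at an offset of 0, and the 37 arrays were quantile normalized together. The text of the methods names neither the kind of pixel signal nor the offset. The log2 values deposited by the authors, which by their numbers start from the median pixel signal, were used as an alternative and changed 0 of 40 counts and list values by more than the limits set. Values of spots that the software marks as outliers (0.0397% of all) were left out. Probes brighter than the dark corner spots of their array on every array of at least 1 group were kept, which were 37757 of 59017 probes, and averaged per gene, which gave log2 values for 19899 of 30541 genes. Arrays of the same group correlated with r between 0.947 and 0.989 across genes. All 37 arrays were fitted with limma in 1 model with 1 mean per group. A gene is called regulated where it changed at least 2-fold with an adjusted p under 0.05, adjusted after Benjamini and Hochberg over the 19899 genes. The methods state that the P-values of at least 2-fold up- or downregulated genes were adjusted, which can also be read as an adjustment over these genes alone, and was run as an alternative. On simulated data with 200 changed genes, the adjustment over all genes gave 2.16% to 3.57% false calls and the adjustment over the 2-fold changed genes alone 33.0% to 35.6%. These shares depend on the 200 changed genes set and on noise drawn independently for each gene. They are not estimates of the share of false calls in the real comparisons.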

We compared the transcriptional responses of *A. thaliana* leaves after five days of exposure to insect egg deposition or chilling. 

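After 5 days with eggs, 259 genes were regulated in P_1_E/C_1_, and after 5 days of chilling 5390 genes in P_1_*/C_1_ (limma, n = 3 arrays per group). Both comparisons share the C_1_ arrays, and 205 genes were regulated in both, 199 of them in the same direction. If the regulated genes of both lists were drawn independently, 70.2 shared genes would arise. The log2 fold changes of all genes correlated with r = 0.25 across genes, which are not independent replicates. In 100 simulated sets of unchanged groups that share their controls in the same way, r was 0.51 on average and the number of shared genes 0 in each set. These sets hold no changed genes, so this 0 cannot tell a common response from a raised level in the C_1_ arrays. Of the 199 genes, 196 were lower in both comparisons. Of the 259 egg-regulated genes, 210 were also regulated in the untreated plants of C_2_/C_1_, all in the same direction. Adjusting over the 2-fold changed genes alone moved the egg results most, to 660 regulated genes in P_1_E/C_1_ and 430 in both comparisons. The lowest count in P_1_E/C_1_ with a single array left out was 130, without C_1_ replicate 2, and without P_1_E replicate 1 it was 132. The shared genes then numbered 102 and 112, respectively.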

At this first sampling time point (Fig. 1a), 647 and 5,417 genes, respectively, were transcriptionally more than 2-fold up- or downregulated when compared to untreated controls (Supplementary Table S1), and 408 of these genes were regulated by both treatments (Fig. 2a).

To determine whether the regulated genes were significantly overrepresented in distinct biological processes, the genes regulated by the chilling and egg treatment were mapped to the Gene Ontology (GO) terms. 

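By the adjusted p alone, without a minimum change, 10932 genes differed in P_1_*/C_1_ and 322 in P_1_E/C_1_. With a single array left out, the chilling count was between 5157 and 5420. With slide as a block the counts were 5400 for chilling and 208 for eggs, and with scan date as a block 5392 and 227. Among the regulated genes with several probes, the probes differed in sign for 13 of 3745 chilling-regulated genes and for 2 of 191 egg-regulated genes.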

The overall number of chilling-regulated genes was more than 8 times higher than of the oviposition-affected genes. Nevertheless, the chilling-regulated genes mapped to only 24 biological processes level-3-GO terms, while the egg-responsive genes distributed to 26 level-3-GO terms. 

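Of the chilling-regulated genes, 2840 were up- and 2550 downregulated, so that 47.3% were lower than in C_1_. Of the egg-regulated genes, 28 were up- and 231 downregulated, or 89.2% lower. Under the adjustment over 2-fold changed genes alone, 191 were up- and 469 downregulated by eggs, or 71.1% lower. The largest rises after chilling were those of ELIP2 (At4g14690, log2 fold change 9.57, standard error 0.81, adjusted p = 2.2e-10) and AZI1 (At4g12470) with 9.52. At3g55240 was at least 313-fold lower, as no P_1_* array had a signal above background, and TAT3 (At2g24850) fell by 8.28 on the log2 scale. After egg deposition, At3g10930 rose by 2.34 (standard error 0.59, adjusted p = 0.035) and EXT3 (At1g21310) by 2.1 (adjusted p = 0.027). The adjusted p of At3g10930 was 0.13 with slide and 0.054 with scan date as a block, and it rose above 0.05 without C_1_ replicate 1, 2 or 3 and without P_1_E replicate 1 (0.37) or 2, with a range of 0.0018 to 0.37 over all alternatives. For EXT3 it rose above 0.05 without C_1_ replicate 1 or 2 and without P_1_E replicate 1 or 3 (0.20), with a range of 0.0013 to 0.20. IGMT5 (At1g76790) fell by 5.52 (standard error 1.02, adjusted p = 0.0024) and ATCSLA15 (At4g13410) fell by 4.85 (adjusted p = 4.7e-04). Of the 231 genes lower in P_1_E, 207 (89.6%) were also lower in the untreated plants of the second time point than in those of the first (C_2_/C_1_), and their mean in P_1_E was 0.12 above that in C_2_.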

The chilling-responsive biological processes were more enriched with upregulated genes, whereas the egg-responsive ontologies were dominated by downregulated genes (Fig. 2b). After five days cold exposure the upregulated genes were most prominently overrepresented in the ‘cellular biosynthetic process’, the ‘cellular nitrogen compound metabolic process’ and ‘nucleobase/nucleoside/nucleotide/nucleic acid metabolic process’ ontologies. The terms ‘response to temperature stimulus’ and ‘response to cold’ include known cold-induced genes such as *CBF2/DREB1C*, *COR15A* and *ZAT12*^22^,^38^,^39^,^40^. 

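CBF2 (At4g25470), on chromosome 4 of TAIR10 from 13015436 to 13016086, had a log2 signal of 11.31 ± 1.23 (SD, n = 3) in P_1_* and 8.66 ± 0.15 (SD, n = 3) in C_1_, a log2 fold change of 2.65 (standard error 0.74, adjusted p = 0.0033 from limma). COR15A (At2g42540), on chromosome 2 from 17711241 to 17711966, rose from 9.42 ± 0.19 to 11.40 ± 0.31, by 1.98 (standard error 0.35, adjusted p = 2.7e-05). ZAT12 (At5g59820), on chromosome 5 from 24103073 to 24103561, rose from 8.94 ± 0.44 to 11.47 ± 0.51, by 2.52 (standard error 0.46, adjusted p = 4.5e-05). In all 3 genes the P_1_* and C_1_ arrays did not overlap, which chance alone gives for 10% of genes with 3 arrays against 3. The paper named these known cold-induced genes among those regulated on the same arrays, so this share is no independent test. With an array left out, the change of CBF2 stayed between 1.94 and 3.03. A list of 12 genes of the CBF regulon, which contains CBF2, COR15A and ZAT12, rose by 1.84 on average (camera adjusted p = 0.0029, fry adjusted p = 4.5e-06), with all 12 genes higher and 9 regulated, both over all genes and adjusted over the list alone. At the second time point the list lay 1.04 below C_2_ (camera adjusted p = 1.5e-04, fry adjusted p = 0.0036), and at the third its mean difference from C_3_ was -0.19 (camera adjusted p = 0.13).

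**Figure D1:**
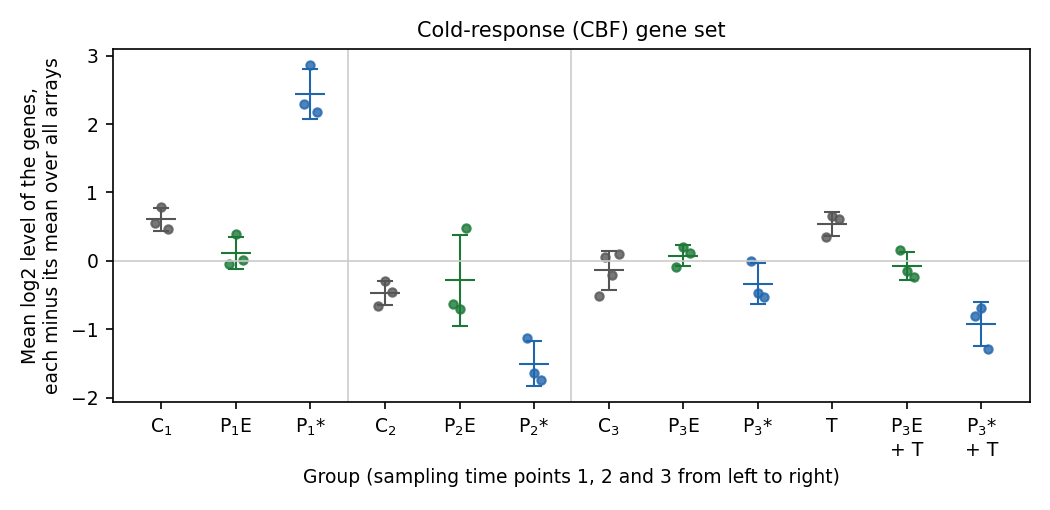
Mean log2 signal of the 12 genes of the CBF regulon, each gene centred on its mean over all arrays, per array (points) and as mean ± SD per group (horizontal line and bar), for the 12 groups, ordered by the 3 sampling time points. The group mean is 2.44 in P_1_* and 0.61 in C_1_, and -1.50 in P_2_* and -0.47 in C_2_.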

The egg deposition caused regulation of genes in biological processes related to hormones such as salicylic acid (e.g. *BAP1*, *HSPRO2*), phenylpropanoid metabolism (e.g. *At2g21100, UGT72E2*), defence response and responses to other organisms (e.g. *YLS9, PME17, GLIP1*) and oxidative stress (e.g. *At1g13340, At2g44240*) (Fig. 2b; Supplementary Table S2). 

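Of the 9 genes named, 8 had probes above the dark corner spots of all arrays of a group, and GLIP1 (At5g40990) was not tested. All 8 were higher in P_1_E, and in none did the P_1_E and C_1_ arrays overlap, which chance gives for 10% of genes. The paper named these genes as regulated on the same arrays, so this share is no test for them. Past both thresholds was At2g44240, on chromosome 2 from 18289964 to 18292204, with 7.97 ± 1.12 (SD, n = 3) in P_1_E and 4.38 ± 0.36 (SD, n = 3) in C_1_, where its dimmer probe was above background on 1 array. Its log2 fold change was 3.59 (standard error 0.63, adjusted p = 0.0013 from limma). PME17 (At2g45220) rose by 3.41 (standard error 0.93, adjusted p = 0.059), with an adjusted p of 0.022 with slide as a block and a range of 0.0033 to 0.21 over all alternatives. The other 6 rose by between 1.34 (YLS9) and 2.39 (UGT72E2), with adjusted p between 0.14 and 0.36. BAP1 rose by 1.56, and by between 0.77 and 2.2 with an array left out. The 2.2 was reached without P_1_E replicate 3, when its adjusted p was 0.029 (range 0.012 to 1.00). The adjusted p of UGT72E2 was 0.0089 with a normexp offset of 50 and 0.011 without background correction (range 0.0087 to 0.57). BAP1 was above background on 1 of the 3 C_1_ arrays, and UGT72E2 and At2g21100 on 2 each. Adjusted over the 2-fold changed genes alone, all 8 were past 0.05. A list of 10 salicylic acid response genes, 9 of them measured, rose by 0.84 on average, with all 9 higher (camera adjusted p = 0.019, fry adjusted p = 0.35) and 0 regulated in limma, also when adjusted over the list alone. Its camera adjusted p rose above 0.05 without C_1_ replicate 3 or P_1_E replicate 1.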

Interestingly, both the chilling and egg-treated plants showed regulation of genes in 10 common biological processes. These include stress related categories like phenylpropanoid metabolic processes, wounding and response to jasmonic acid stimulus. A list of all significantly enriched gene ontologies of biological processes in levels 1 to 5 is provided in Supplementary Table S2.

### Egg deposition- and chilling-induced transcriptome states wear off with different pace after stimulus removal

The persistence of the transcriptomic responses to either chilling or egg deposition was examined after termination of exposure to the primary stimulus by removing the egg clusters or returning the plants to 20 °C, respectively. The plants were left untreated for one day (second sampling time point, Fig. 1a; P_2_E and P_2_*) or for three days (third sampling time point, Fig. 1a; P_3_E and P_3_*).

Transcription analysis after the “no treatment” phases revealed that the oviposition-induced gene expression changes relative to untreated control plants had almost completely vanished within only one day after egg- removal (Fig. 3a). 

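At 1 day after egg removal, 0 genes were regulated in P_2_E/C_2_ (limma, n = 3 arrays per group). At an unadjusted p under 0.05, 478 genes differed, where 995 are expected by chance. Adjusting over the 2-fold changed genes alone gave 4 genes, and leaving out P_2_E replicate 3 gave 2. The count stayed 0 with slide or scan date as a block. The 28 genes upregulated in P_1_E/C_1_ were examined as a list, chosen after their values at the first time point were seen. In P_2_E/C_2_, which shares no array with the first comparison, 26 of the 28 were higher, by 0.89 on average (median 0.85, camera adjusted p = 1.4e-21, fry adjusted p = 6.6e-05). Every P_2_E array lay above every C_2_ array in the mean of the list, and 10 genes passed when adjusted over the list alone. Leaving out single arrays gave means between 0.71 and 1.01. In P_3_E/C_3_, 24 of the 28 were higher, by 0.63 on average (median 0.66, camera adjusted p = 2.4e-09, fry adjusted p = 9.9e-04), and 5 passed when adjusted over the list alone. With probes kept only if above the dark corner spots on all arrays, 6 of the 28 genes remained, with means of 0.18 in P_2_E/C_2_ and -0.14 in P_3_E/C_3_.

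**Figure D2:**
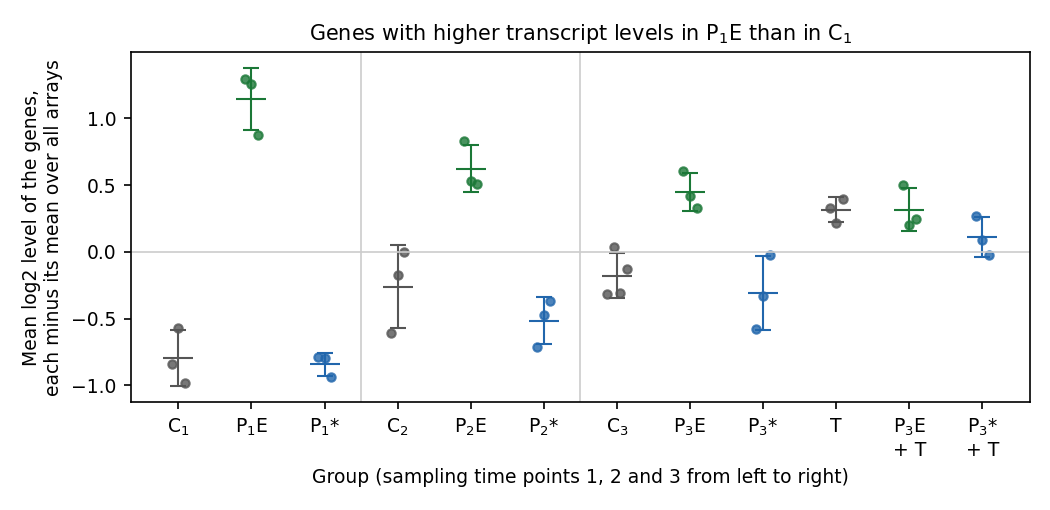
Mean log2 signal of the 28 genes upregulated in P_1_E/C_1_, each gene centred on its mean over all arrays, per array (points) and as mean ± SD per group (horizontal line and bar), for the 12 groups, ordered by the 3 sampling time points. The group mean is 1.14 in P_1_E and -0.80 in C_1_, 0.62 in P_2_E and -0.26 in C_2_, and 0.45 in P_3_E and -0.18 in C_3_.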

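At the third sampling time point, 0 genes were regulated in P_3_E/C_3_ in the limma fit (n = 3 and 4 arrays). At an unadjusted p under 0.05, 1263 genes differed, 166 of them at least 2-fold. Adjusted over the 2-fold changed genes alone, 38 genes were regulated. With a filter that keeps probes well above background, 1 gene was regulated.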

Three days after egg-removal, seven weakly regulated genes appeared exclusively in previously oviposited plants (Fig. 3a, Supplementary Table S1). Of the seven genes, the five approximately 2-fold upregulated genes encode receptor-like proteins (RPP27 and RLP21), cytochrome P450 family proteins (At4g15340 and At5g38970) and a putative MATE efflux carrier (At2g04090), and thus may be related to stress responses. 

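RPP27 (At1g54470) had a log2 signal of 6.15 ± 0.47 (SD, n = 3) in P_3_E and 5.14 ± 0.19 (SD, n = 4) in C_3_, a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.77 from limma). The changes were 1.01 for RLP21 (At2g25470), 1.01 for At5g38970 and 1.12 for At2g04090, with adjusted p = 0.77 for each. Adjusted over the 2-fold changed genes alone, all 4 were past 0.05. The probes of At4g15340 stayed below the brightest dark corner spot in some arrays of every group, and the gene was not tested.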

The two weakly downregulated genes are targets of the cytokinin- and ABA-signalling network, respectively, and may also be related to stress responses. 

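RALF30, on chromosome 4 from 7624884 to 7625114, had a log2 signal of 3.84 ± 0.34 (SD, n = 3) in P_3_E, where 1 array was above background, and 5.61 ± 1.49 (SD, n = 4) in C_3_. Its log2 fold change was -1.77 (standard error 0.46), and -2.19 to -1.26 with an array left out. At5g23350, on chromosome 5 from 7858545 to 7859387, fell from 5.26 ± 0.29 to 4.12 ± 0.16, above background on 2 of the 3 P_3_E arrays, a change of -1.14 (standard error 0.33). The adjusted p from limma was 0.78 for both, and both were past 0.05 when adjusted over the 2-fold changed genes alone.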

RALF30 (At4g13075) is controlled by the type-B response regulators ARR1/10/12^41^ and the ABA-responsive gene At5g23350 encodes a GRAM-domain containing protein involved in drought-stress protection^42^. 

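The change of the egg effect over time was tested as an interaction in limma. Between the first and the second time point, the egg effect differed for 24 genes, all with a lower egg effect at the first, and between the first and the third for 89 genes, 87 of them lower at the first. These counts depend on single arrays and on the slides. The first count was 0 with slide as a fixed block, 6 with scan date as a block, and 0 without C_1_ replicate 2, C_1_ replicate 3, P_1_E replicate 1 or C_2_ replicate 3. The second count was 36 and 76 with these blocks, 21 without C_1_ replicate 2 or P_1_E replicate 1, and 248 without P_3_E replicate 2. With slide as a random block, the counts were 22 and 92, and adjusted over the 2-fold changed genes alone 275 and 577. From the strong response while eggs were present and the near absence of regulated genes after their removal, the paper concludes that the response was maintained only as long as the egg cluster was present.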

Overall, although an egg cluster on a leaf induced a strong transcriptional reaction near the deposition site, this response was only maintained as long as the egg cluster was present.

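After 1 day of deacclimation, 839 genes were regulated in P_2_*/C_2_ (limma, n = 3 arrays per group), of which 421 were up- and 418 downregulated. The count was 491 with a normexp offset of 50, 502 with slide as a block and 806 with scan date as a block. Fitting only the P_2_* and C_2_ arrays gave 504. Without C_2_ replicate 3 it was 533 and without P_2_* replicate 2 it was 518. The largest rises were those of PDF1.2c (At5g44430, log2 fold change 6.14, standard error 1.06, adjusted p = 5.3e-04), with 10.86 ± 3.02 (SD, n = 3) in P_2_* and 4.72 ± 0.44 (SD, n = 3) in C_2_, and of PDF1.3 (At2g26010) with 5.80, both above background on 2 of the 3 C_2_ arrays. FLS1 (At5g08640) fell by 3.92 (adjusted p = 0.0069) and MSRB6 (At4g04840) fell by 3.24 (adjusted p = 5.0e-05). When only the arrays compared were fitted, MSRB6 was still regulated, while the adjusted p was 0.055 for PDF1.2c (range 4.3e-05 to 0.055), 0.074 for PDF1.3 (range 9.1e-05 to 0.074) and 0.059 for FLS1 (range 8.5e-04 to 0.059). After 3 days, 1 gene was regulated in P_3_*/C_3_ (n = 3 and 4 arrays), while 1777 genes differed at an unadjusted p under 0.05, 201 of them at least 2-fold. Adjusted over the 2-fold changed genes alone, 114 genes were regulated. Without P_3_* replicate 1 the count was 31, and without C_3_ replicate 1 it was 19. Tested as an interaction, the chilling effect at the first time point differed from that at the second for 5404 genes and from that at the third for 5880 genes. These counts were 5179 and 5567 with slide as a block.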

The chilling-induced expression changes had also largely declined to 1,009 regulated genes after one day deacclimation at 20 °C (Fig. 3b, P_2_*/C_2_) and to only 89 genes after three days (Fig. 3b, P_3_*/C_3_). 

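Of the genes regulated in P_2_*/C_2_, 147 were regulated in the same direction in P_1_*/C_1_ and 297 in the opposite direction. Not regulated in the same direction at the first time point were 692 genes, of which 323 were up- and 369 downregulated after 1 day. This count includes the 297 genes that changed direction and thus did respond to chilling. The paper describes its genes as without a direct response to cold, so the 692 are a wider set than that wording. It was 400 with a normexp offset of 50, 411 with slide as a block and 420 when only the arrays compared were fitted, and it was 432 without C_2_ replicate 3.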

Strikingly, of the 1,009 genes regulated after one day recovery, 357 and 450 genes were deacclimation-specifically up- and downregulated, respectively, i.e. these genes did not show a direct response to cold treatment. After three days, the number of deacclimation-specifically regulated genes had declined to 53 up- and 23 downregulated genes. Of these, 37 and 15 genes were up- and downregulated, respectively, exclusively in the P_3_* leaves three days after the return to 20 °C, but not after one day. This indicates that during deacclimation the *Arabidopsis* leaf transcriptome undergoes a specific reprogramming that involves numerous uniquely regulated genes.

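The gene regulated in P_3_*/C_3_, At4g32460, lies on chromosome 4 from 15663036 to 15664859. Its log2 signal was 10.13 ± 0.29 (SD, n = 3) in P_3_* and 7.63 ± 0.44 (SD, n = 4) in C_3_, a log2 fold change of 2.5 (standard error 0.25, adjusted p = 3.1e-06 from limma), and 2.29 to 2.65 with an array left out. When only the P_3_* and C_3_ arrays were fitted, its adjusted p was 0.42 (range 4.9e-08 to 0.42). AT4G32460 was also upregulated in P_2_*/C_2_, by 2.34 (standard error 0.27, adjusted p = 5.9e-06), and changed by -0.88 in P_1_*/C_1_. Thus 0 genes were regulated in P_3_*/C_3_ and not in P_2_*/C_2_ in the limma fit. Adjusted over the 2-fold changed genes alone, 99 genes regulated in P_3_*/C_3_ were not regulated in the same direction in P_1_*/C_1_.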

For validation of the microarray results, we selected 12 genes with egg- or chilling-responsive transcript profiles, several of which had previously been reported to be egg- or chilling-induced^22^,^33^,^38^,^39^,^40^,^43^. 

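For the genes with egg- or chilling-responsive profiles, the paper's qRT-PCR values cover 32 pairs of a gene and a comparison. The log2 fold change from the arrays had the same sign as the paper's qRT-PCR value in 27 of the 32 pairs, and in 17 of 17 pairs in which the qRT-PCR value was at least 1 in size. Among these 17 is GER3 in P_1_*/C_1_, whose qRT-PCR value in the paper, 2.03, equals its array value there. In P_2_E/C_2_ the signs differed for PRX52 (1.54 on the arrays, -0.38 by qRT-PCR), YLS9 (0.99 and -0.34) and ZW9 (0.16 and -0.69), and not for PME17 (2.53 and 1.72). The other differing pairs were HMT1 in P_1_*/C_1_ and GER3 in P_3_*/C_3_. Regulated in P_1_*/C_1_ were ADH1 (4.96, standard error 0.30), PDF2.2 (4.28, standard error 0.45), TCF1 (3.16, standard error 0.57) and GER3 (7.52, standard error 0.78, above background on 2 of the 3 C_1_ arrays), and MYC2 changed by -3.18 (standard error 0.58). CER4 was at least 3.63-fold lower in P_1_*, where no array was above background. In P_2_*/C_2_, GER3 was still higher by 2.45 (standard error 0.78, above background on 2 of the 3 C_2_ arrays) and CER4 by 1.47 (standard error 0.65), the latter with an adjusted p of 0.14 from limma. GER3 was no longer regulated in P_2_*/C_2_ with slide as a block (adjusted p = 0.12), without C_2_ replicate 2 (0.25) or 3 and without P_2_* replicate 1 or 2, with a range of 0.0030 to 0.25. CER4 was regulated when only the arrays compared were fitted (adjusted p = 0.039, range 0.039 to 0.35). In P_3_*/C_3_, HMT1 was higher by 1.32 (standard error 0.37), with an adjusted p of 0.38. Of the egg-responsive genes, PRX52 rose by 2.06 in P_1_E/C_1_ (adjusted p = 0.24) and ZW9 changed by -2.06 (standard error 0.39, adjusted p = 0.0031). The qRT-PCR reference gene ACT2 changed by less than 1 in each comparison, with -0.61 in P_2_*/C_2_ (standard error 0.18, adjusted p = 0.024) as the largest.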

In all cases the qRT-PCR results confirmed the microarray data (Supplementary Table S3, rows 5–16).

### Larval performance is neither affected on chilling-treated leaves nor on leaves from which eggs have been removed

Neonate larvae were placed on the leaves from which eggs had been removed one day before. After a two-day-feeding period, they gained as much weight and consumed about the same leaf area as larvae that fed on untreated leaves. The differences were not significant (Table 1). Likewise, neither did a prior chilling treatment of plants significantly affect the weight of larvae nor the extent of leaf damage inflicted by these larvae (Table 1).

### Preceding egg deposition or chilling treatment differently reprogrammes the herbivore feeding-induced *Arabidopsis* leaf transcriptome

We analysed transcriptomes of leaf tissue that had been exposed to herbivory for two days. Prior to herbivory, these plants had experienced egg deposition (P_3_E + T) or chilling (P_3_* + T) with one day lag phase between egg- or chilling-treatment and herbivory. We compared these transcriptomes (i) with those of leaves from untreated control plants (C_3_), and (ii) with those of leaves that had only been exposed to the triggering stimulus ‘herbivory’ (T), but did not experience any previous treatments.

The data sets obtained from the biological replicates of each treatment were analysed by a principle component analysis (PCA) (Fig. 4a). The scatter plots of the egg-treated (P_3_E) and chilling-treated samples (P_3_*) without herbivory (harvested three days after egg removal or at the end of chilling treatment) overlapped with those of the untreated control plants (C_3_), whereas both the previously egg-treated and the chilling-treated samples from leaves that had been exposed to herbivory were clearly separate from the control. 

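The principal components were computed from the log2 values of the 19860 genes without a missing value on the 19 arrays of the third time point. The first component held 42.7% and the second 19.4% of the variance. With no filter on dim probes the first held 34.4%. In the plane of both components, the centres of T, P_3_E + T and P_3_* + T lay 110, 102 and 100 units from the centre of C_3_. The C_3_ arrays themselves lay 27.5 units from their centre on average.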

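In the plane of the first 2 components, the centre of the P_3_E arrays lay 20.1 units from that of the C_3_ arrays. This is less than the mean distance of the P_3_E arrays (27.7 units) from their own centre.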

Consistent with the lack of differentially regulated genes already one day after egg removal (P_2_E/C_2_) (Fig. 3a), the egg-treated samples (P_3_E) were almost congruent with the untreated samples (C_3_) (Fig. 4a). The scatter plot of the chilling-treated samples (P_3_*) had a slightly shifted centre (Fig. 4a), reflecting the 52 genes that were differentially regulated compared to the untreated plants (Fig. 3b). 

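The distance between the centres of P_3_* and C_3_ was 26.3 units, which does not exceed the spread of the P_3_* arrays around their centre (29.8 units on average).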

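The centres of T and P_3_E + T lay 11.1 units apart, where the arrays lay 12.1 units (T) and 9.09 units (P_3_E + T) from their own centres on average. The centre of P_3_E + T lay 87.1 units from that of P_3_E.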

Feeding-damaged samples without pre-treatment (T) and feeding-damaged samples that had experienced prior egg deposition (P_3_E + T) were almost superimposed, but separate from the unwounded samples, indicating that larval feeding alone was responsible for most of the transcriptome changes. Hence, the previous egg deposition that had been removed one day prior to herbivory did hardly affect the induction by herbivory anymore. 

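The centre of the P_3_* + T arrays lay 91.5 units from that of the T arrays, with a mean distance of the P_3_* + T arrays from their own centre of 13.4 units. It lay 94.2 units from the centre of P_3_*, the chilled leaves without feeding.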

The feeding-damaged samples that had experienced chilling (P_3_* + T) prior to herbivory located at a distinct and distant position in the scatter-plot, suggesting that the primary chilling stimulus implemented a ‘primed’ status that prompted a largely different transcriptional response to insect feeding than in ‘non-primed’ plants.

As expected, larval feeding-induced a strong transcriptional response with 2,693 significantly regulated genes relative to the untreated, non-damaged control plants (Fig. 4b, T/C_3_). 

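In T/C_3_, 2490 genes were regulated (limma, n = 3 and 4 arrays), of which 1459 were up- and 1031 downregulated. The count was 1427 with probes kept only if above the dark corner spots on all arrays, a filter that left 14612 genes, and between 2034 and 2983 with an array left out. With slide or scan date as a block, it was 2552 and 2495. The largest rises were those of LCR67 (At1g75830, log2 fold change 9.23, standard error 1.09, adjusted p = 1.0e-06) and PDF1.2c (9.16, standard error 0.99), which was above background on 1 of the 4 C_3_ arrays. XTH31 (At3g44990) fell by 4.23 (standard error 0.60) and GA4 (At1g15550) fell by 3.54 (standard error 0.88).

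**Figure D3:**
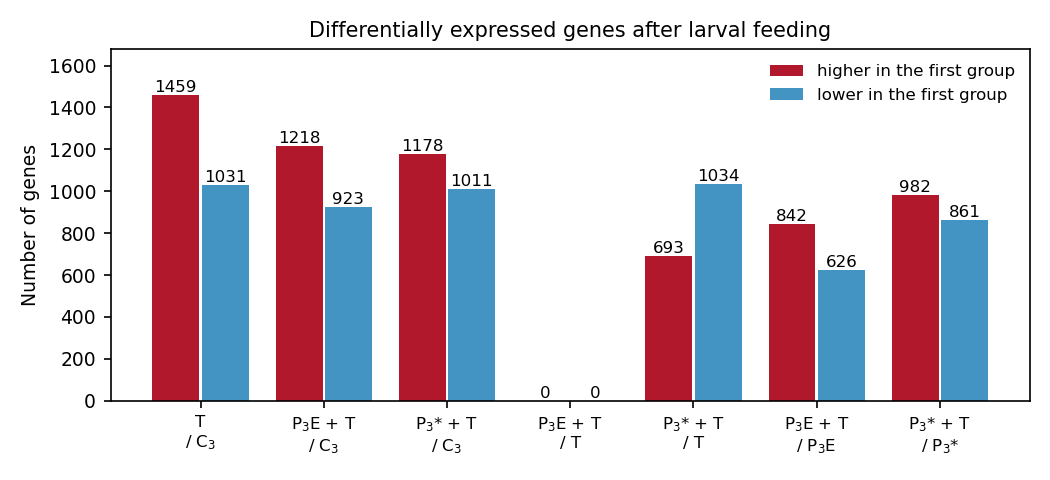
Number of regulated genes with a higher (left bar) and a lower (right bar) level in the first-named group, in 7 comparisons of feeding-damaged leaves. The counts are 1459 and 1031 in T/C_3_ and 693 and 1034 in P_3_* + T/T, while P_3_E + T/T has 0.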

When the plants had experienced first egg deposition and later herbivory, 2,343 genes showed different expression than untreated, non-damaged control plants (P_3_E + T/C_3_). 

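In the limma fit, 2141 genes were regulated in P_3_E + T/C_3_ (n = 3 and 4 arrays), of which 1218 were up- and 923 downregulated. The count was 1420 with a normexp offset of 50 and 1205 with probes kept only if above the dark corner spots on all arrays. PDF1.2c, above background on 1 of the 4 C_3_ arrays, rose by 8.94 and LCR67 by 8.84, while XTH31 fell by 3.96 and At1g13650 fell by 3.57. Compared with the egg-treated leaves without feeding (P_3_E + T/P_3_E), 1468 genes were regulated, and 404 when only these arrays were fitted.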

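Regulated in both P_3_E + T/C_3_ and T/C_3_ were 1863 genes, or 87.0% of the former, all in the same direction. Of all genes measured, 12.5% were regulated in T/C_3_. Both comparisons share the C_3_ arrays. In the comparisons without shared arrays, P_3_E + T/P_3_E and T/C_3_, 1203 genes were regulated in both, all in the same direction. When slide was a block, 83.7% of the P_3_E + T/C_3_ genes were regulated in T/C_3_.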

A large fraction of them (87%) was also regulated in the plants that did not carry egg clusters before, but were feeding-damaged. However, when directly comparing the gene expression levels in previously egg-treated, feeding-damaged plants with those in the egg-free, feeding-damaged ones (P_3_E + T/T), it became apparent that no genes showed significantly different expression levels between these treatments.

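In P_3_E + T/T, 0 genes were regulated in the limma fit (n = 3 arrays per group), while 411 differed at an unadjusted p under 0.05 and 50 of these at least 2-fold. The count was also 0 when adjusted over the 2-fold changed genes alone and with slide or scan date as a block, and it was 1 without T replicate 1. Tested as an interaction, the feeding effect after eggs differed from that without eggs for 0 genes, with 878 at an unadjusted p under 0.05. The 28 genes upregulated by eggs at the first time point differed by 0.00 on average in P_3_E + T/T (camera adjusted p = 0.56). The interaction of feeding and eggs for this list, chosen after values were seen, was -0.63 (camera adjusted p = 8.3e-07, fry adjusted p = 0.017), which is its difference of 0.63 in P_3_E/C_3_ with the sign reversed and no separate result on feeding. In P_3_E + T/T, the touch-induced genes changed by -1.18, with 0 of 7 higher (camera adjusted p = 2.0e-05, fry adjusted p = 0.21), and the genes of the CBF regulon by -0.61, with 1 of 12 higher (camera adjusted p = 1.9e-05, fry adjusted p = 0.17).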

Markedly different from the lacking effects of egg deposition on gene expression levels after egg removal, prior chilling strongly influenced the transcriptional response to feeding damage. Previously chilled plants showed specific transcriptional responses to herbivory: Only 41% of the 2,693 feeding-responsive genes in untreated plants (T/C_3_) were also regulated in previously chilled plants (Fig. 4c, P_3_* + T/C_3_). 

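Of the genes regulated in T/C_3_, 981 (39.4%) were also regulated in P_3_* + T/C_3_, 940 of them in the same direction. Of all genes measured, 11.0% were regulated in P_3_* + T/C_3_. The share was 36.8% with slide as a block and 38.9% with scan date as a block. In P_3_* + T/C_3_, 2189 genes were regulated (n = 3 and 4 arrays), of which 1178 were up- and 1011 downregulated. PDF1.2 (At5g44420) rose by 6.64 (standard error 1.13, adjusted p = 6.9e-05 from limma) and LCR67 by 6.55, while At2g27420 fell by 5.22 (standard error 0.61) and BBX31 (At3g21890) fell by 4.94.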

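In the direct comparison P_3_* + T/T, 1727 genes were regulated (limma, n = 3 arrays per group). The count was between 1196 and 1885 with an array left out, 1109 with probes kept only if above the dark corner spots on all arrays, and 1944 and 1728 with slide and scan date as a block. Of the regulated genes with several probes, 0 of 1194 had probes that differed in sign. OFP15 (At2g36050, adjusted p = 1.5e-07) was at least 33.3-fold higher, as its dimmer probe was above background on 0 and the other on 2 of the 3 T arrays. IAA29 (At4g32280), above background on none of them, was at least 25.8-fold higher. BBX31 changed by -7.55 (standard error 0.80) and CP1 (At5g49480) by -5.04 (standard error 0.51).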

When comparing the transcriptomic response to herbivory of previously chilled plants to the one of unchilled plants, 2,055 genes showed more than 2-fold deviating expression levels (Fig. 4c, P_3_* + T/T). Among them, 485 genes appeared to be differentially (≥2-fold) regulated exclusively in the P_3_* + T/T comparison, but they showed no differential expression (<2-fold) when comparing their levels in untreated, feeding-damaged plants with those in controls (T/C_3_) or in chilling-treated, feeding-damaged plants with controls (P_3_* + T/C_3_), or *vice versa*. 

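Of the genes regulated in P_3_* + T/T, 438 were regulated neither in T/C_3_ nor in P_3_* + T/C_3_.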

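The other 1289 genes regulated in P_3_* + T/T were also regulated in T/C_3_ or in P_3_* + T/C_3_. Regulated in T/C_3_ were 720, of which 690 changed in the opposite direction in P_3_* + T/T. Regulated in P_3_* + T/C_3_ were 691, of which 640 changed in the same direction. These comparisons share arrays. The count of these genes was 800 with probes kept only if above the dark corner spots on all arrays.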

The remaining 1,570 genes (Fig. 4c, shaded subsets) displayed not only significant expression differences between untreated, feeding-damaged (T) and chilling-treated, feeding-damaged plants (P_3_* + T), but also between both of these types of feeding-damaged plants and the untreated control plants (C_3_).

We reassessed the microarray-derived expression data by qRT-PCR analysis of nine genes that exhibited conspicuous transcriptional regulation after feeding damage, five of them with an attenuated response after prior chilling experience. 

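For the genes with conspicuous regulation after feeding damage, the log2 fold change from the arrays had the same sign as the paper's qRT-PCR value in 25 of 27 pairs of a gene and a comparison, and in 20 of 20 pairs with a qRT-PCR value of at least 1 in size. Genes with a smaller change from C_3_ after chilling were MYC2 (2.05 in T/C_3_ and 0.69 in P_3_* + T/C_3_), JAR1 (1.28 and -0.80), ZAT10 (1.80 and 0.14), LAC5 (1.75 and 0.05), RAP2.9 (2.86 and 0.48), GA4 (-3.54 and -1.15) and At1g62510 (-3.12 and -1.25). The standard errors were between 0.41 (JAR1) and 0.88 (GA4). P_3_* + T/C_3_ also holds the difference of chilled plants without feeding, which was -0.86 for MYC2 in P_3_*/C_3_ (standard error 0.55). These values are thus not the feeding effect in chilled plants, and the interaction of feeding and chilling is not given for these genes. All 7 were regulated in T/C_3_ and none in P_3_* + T/C_3_, by limma. There, the adjusted p of At1g62510 was 0.083, and it fell under 0.05 when adjusted over the 2-fold changed genes alone, with the replicate number as a block and without C_3_ replicate 4 or P_3_* + T replicate 2 (range 0.026 to 0.38). The T and C_3_ arrays of JAR1 and LAC5 overlapped. In T/C_3_, the adjusted p of JAR1 rose above 0.05 without C_3_ replicate 1 or 3 or T replicate 3 (0.20, range 6.8e-04 to 0.20), that of LAC5 without C_3_ replicate 2 or 3 or T replicate 2 or 3 (0.21, range 0.0030 to 0.21) and that of ZAT10 without C_3_ replicate 1 (0.14) or T replicate 1, 2 or 3 and with slide as a block (0.090, range 0.011 to 0.14). VSP1 rose by 4.84 without and by 5.49 with prior chilling (standard error 0.86 each). BGLU47 changed by -2.45 and -2.39 (standard error 0.31 each).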

The qRT-PCR data confirmed in all cases the microarray results (Supplementary Table S3, rows 16–24).

Among the 2,055 differently regulated genes in feeding-induced, previously chilled compared to unchilled plants (Fig. 4c and Supplementary Table S1, P_3_* + T/T), only ~5% were also regulated in chilled plants after one day deacclimation at 20 °C (Supplementary Table S1, P_2_*/C_2_). This small overlap indicates that the high number of regulated genes in feeding-induced, chilled plants is not due to the persistence of transcriptional excitation of many genes during deacclimation. This is corroborated by the fact that less than 5% of the 4,880 up- or downregulated genes after five days chilling, whose expression returned to control levels after one day deacclimation (Supplementary Table S1, P_1_*/C_1_ minus P_2_*/C_2_), were again up- or downregulated in the feeding-induced, previously chilled compared to unchilled plants (Supplementary Table S1, P_3_* + T/T).

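Of the genes regulated in P_3_* + T/T, 91 (5.27%) were also regulated in P_2_*/C_2_, 67 of them in the same direction. Of all genes measured, 4.22% were regulated in P_2_*/C_2_, and 72.8 shared genes would arise if both lists were drawn independently. The share was 7.83% when adjusted over the 2-fold changed genes alone, 2.01% with slide as a block, 2.68% when only the arrays compared were fitted and 2.88% without C_2_ replicate 2. In P_3_*/C_3_, without feeding damage, the genes regulated in P_3_* + T/T had the same sign in 87.7% of cases. Their median change in that direction was 0.36, against a median size of 1.5 in P_3_* + T/T. Of the 35 splits of the P_3_* and C_3_ arrays into groups of the same sizes, 11 gave a median as large. Chance was thus not excluded for it, and with slide as a block the median was 0.22.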

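Regulated in P_1_*/C_1_ but not in P_2_*/C_2_ were 4946 genes. Of these, 759 (15.3%) were regulated in P_3_* + T/T, against 8.68% of all genes. In the same direction as after 5 days of chilling were 175 genes (3.54%), and 584 (11.8%) changed in the opposite direction. The share regulated again was 17.7% with slide and 15.4% with scan date as a block.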

The 1,570 differentially expressed, ‘chilling primed’, feeding-induced genes fall into 25 biological process ontologies (GO level 3; Fig. 5). 

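Of all genes regulated in P_3_* + T/T, 693 were up- and 1034 downregulated, so that 59.9% were lower in P_3_* + T than in T.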

Conspicuously, the majority of genes in these GO terms were downregulated in the chilling-treated, feeding-induced plants relative to the non-chilled, feeding-induced plants (Fig. 5; column “P_3_* + T/T” in Supplementary Table S1). The ontologies with the largest fractions of differentially expressed genes comprise genes involved in regulation of various metabolic or biosynthetic processes, signal transduction, and responses to phytohormones (Fig. 5). The GO categories with the highest number of regulated genes are ‘response to hormone stimulus’ and ‘response to organic substance’ with 126 and 148 genes, respectively (Supplementary Table S2). Consistent with previous studies^22^, many genes involved in the JA-pathway were downregulated in response to chilling as single stimulus (Supplementary Table S4 column P_1_*/C_1_: 106 of 126 regulated genes are downregulated). In contrast, feeding-induced predominantly upregulation of JA-pathway genes (Supplementary Table S4 column T/C_3_: 104 of 113 regulated genes are upregulated), as has also been reported in previous studies^44^. However, the plant’s response to feeding after exposure to chilling (P_3_* + T) obviously shows attenuated upregulation of JA-pathway genes when compared to feeding-induced, unchilled plants (T): 58 of 64 regulated genes in P_3_* + T samples were downregulated when compared to T samples (Supplementary Table S4 column P_3_* + T/T).

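The 252 genes of the list in Table S4 were matched to the arrays, and 230 were measured. The study chose the list by its GO terms. In P_1_*/C_1_, 20 of them were up- and 85 downregulated (limma), and the same numbers, 20 and 85, resulted when adjusted over the list alone. The mean log2 fold change of the 230 genes was -1.03 and the median -0.57 (camera adjusted p = 3.4e-05, fry adjusted p = 1.6e-06). In P_1_E/C_1_, 1 gene was up- and 27 were downregulated, or 4 and 48 when adjusted over the list alone and 54 downregulated when adjusted over all 2-fold changed genes, with a mean of -0.50 and a median of -0.11 (camera adjusted p = 1.3e-06, fry adjusted p = 0.018). Without C_1_ replicate 2, 14 were downregulated in P_1_E/C_1_, and in C_2_/C_1_ the list changed by -0.60, with 44 genes downregulated. Against C_2_ in place of C_1_, the list changed by -0.43 in P_1_* (camera adjusted p = 0.012, fry adjusted p = 0.0027).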

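In T/C_3_, 76 genes of the list were up- and 8 downregulated, and 80 and 8 when adjusted over the list alone. The mean log2 fold change was 0.89 and the median 0.49 (camera adjusted p = 1.3e-06, fry adjusted p = 2.3e-04). With probes kept only if above the dark corner spots on all arrays, 43 were upregulated.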

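In P_3_* + T/T, 3 genes of the list were up- and 40 downregulated, and 3 and 43 when adjusted over the list alone. The mean was -0.47 and the median -0.31 (camera adjusted p = 4.7e-04, fry adjusted p = 0.015), and -0.51 with slide as a block. The count of downregulated genes was 25 with probes kept only if above the dark corner spots on all arrays. Relative to C_3_, the list rose by 0.42 in P_3_* + T (camera adjusted p = 0.027, fry adjusted p = 0.24), with 49 genes up- and 16 downregulated. The feeding effect itself differed between chilled and unchilled plants by -0.23 (camera adjusted p = 0.041, fry adjusted p = 0.36).

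**Figure D4:**
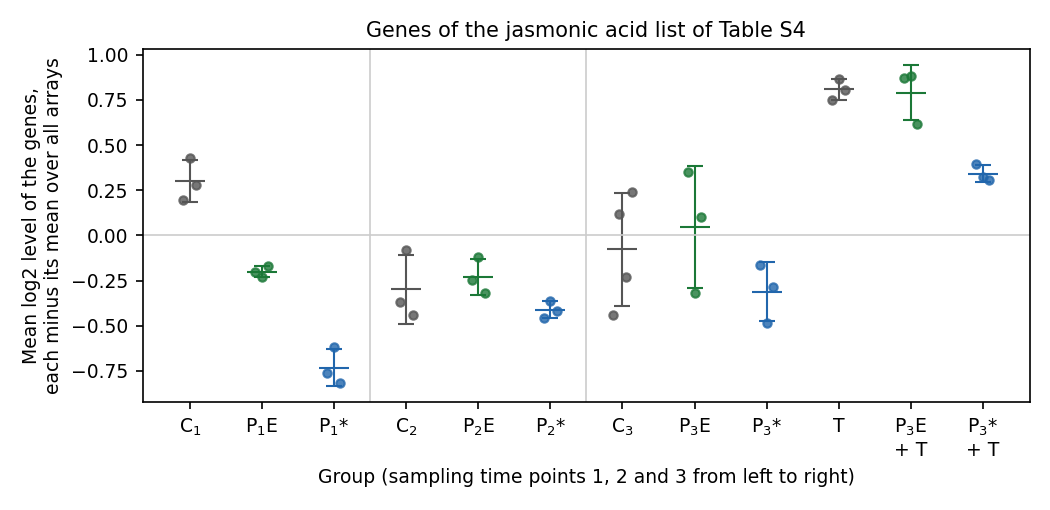
Mean log2 signal of the 230 measured genes of the jasmonic acid list, each gene centred on its mean over all arrays, per array (points) and as mean ± SD per group (horizontal line and bar), for the 12 groups, ordered by the 3 sampling time points. The group mean is 0.30 in C_1_ and -0.73 in P_1_*, and -0.08 in C_3_, 0.81 in T and 0.34 in P_3_* + T.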

Overall, these findings revealed that the feeding-induced *A. thaliana* transcriptional response during deacclimation from a chilling stress strongly differs from that of plants grown in a constantly warm climate.

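Compared with chilled plants without feeding damage (P_3_* + T/P_3_*), 1843 genes were regulated, of which 982 were up- and 861 downregulated (limma, n = 3 arrays per group). Of the 2490 genes regulated in T/C_3_, 1013 were also regulated in P_3_* + T/P_3_*, 998 of them in the same direction, in comparisons that share no arrays. Tested as an interaction, the feeding effect differed between chilled and unchilled plants for 222 genes, 63 with a higher and 159 with a lower effect after chilling. This count was 263 and 271 with slide and scan date as a block, 12 when only the arrays compared were fitted and 1038 when adjusted over the 2-fold changed genes alone. Without P_3_* replicate 1 it was 44, and without C_3_ replicate 4 it was 720. From the separate position of P_3_* + T in the principal component analysis, the genes that differ in P_3_* + T/T and the attenuated upregulation of the JA-pathway genes, the paper concludes that feeding-damaged leaves respond differently during deacclimation than in constant warmth.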

## Discussion

Our study shows that the transcriptomic recovery from a past environmental cue experienced by *A. thaliana* depends on the type of cue. While the plant retains some chilling-induced transcriptomic changes for at least a day during deacclimation to warmth, the oviposition-induced transcriptome is already reset to the egg-free state one day after removal of eggs. We further demonstrate that prior chilling affects the plant’s transcriptomic response to herbivory. In contrast, the highly reliable herbivory-indicating cue ‘egg deposition’ does no longer affect the plant’s transcriptomic response to herbivory after removal of this cue one day prior to feeding damage.

The transcriptional response of *A. thaliana* to *P. brassicae* eggs shown in this study (P_1_E/C_1_, Fig. 2) and previous ones^33^,^34^,^45^ may be considered as a defence response that is targeting the eggs. Indeed, Blenn *et al*.^30^ had shown chemical defence responses of *A. thaliana* to *P. brassicae* egg deposition. The eggs induced a change in the chemical composition of the leaf epicuticular wax layer which caused enhanced host foraging activities by egg parasitoids, thus providing indirect plant defence against the eggs with the help of parasitic insects. The egg-induced transcriptional changes of *A. thaliana* may also provide an ‘alert’ state which prepares the plant for improved anti-herbivore defence if eggs are not removed prior to herbivory. A study by Geiselhardt *et al*.^32^, who did not remove *P. brassicae* eggs from *A. thaliana* leaves prior to larval feeding, indicates that eggs are taken as ‘warning’ of impending herbivory; the *P. brassicae* larvae performed worse on previously egg-deposited than on egg-free leaves.

Interestingly, the egg-induced transcriptomic changes found in our study and in those by e.g. Bruessow *et al*.^34^ and Hilfiker *et al*.^45^ show parallels to the systemic acquired resistance (SAR) response of a plant to phytopathogens^20^. The differences between the egg-affected transcriptome (Fig. 2; P_1_E/C_1_) analysed in the current study and the one by Little *et al*.^33^ may be due to the different sampling sites (directly underneath the oviposition site^33^ *versus* adjacent to the oviposition site in our study) and to the different time points of sampling.

The *Arabidopsis* leaf transcriptome was reset within one day to the pre-oviposition status after removal of eggs from leaves (Fig. 3a; P_2_E/C_2_). Accordingly, the feeding-induced transcriptome of previously egg-deposited leaves did not differ from the feeding-induced transcriptome of egg-free leaves (P_3_E + T/T). This is also consistent with the unimpaired performance of *P. brassicae* larvae feeding on leaf tissue adjacent to the position of the former egg cluster (Table 1) and in agreement with the regular *P. brassicae* larval development on *Arabidopsis* leaves one day after egg removal described by Hilfiker *et al*.^45^.

It might be a cost-saving strategy to no longer maintain a transcriptionally excited state in response to egg deposition when the cue ‘presence of eggs’, that reliably indicates upcoming feeding damage, disappears^46^. In nature, insect eggs are frequently removed from leaves. Heavy winds, rainfall and predation may cause a loss of more than 80% of lepidopteran eggs^47^.

Chilling of the whole *Arabidopsis* plant has, not surprisingly, a much more severe impact on its metabolism and development than local egg depositions on a leaf. The extensive transcriptome reprogramming accompanying acclimation to chilling conditions that we observed after five days of exposure to chilling (Figs 2 and 3b) is in agreement with previous reports^48^,^49^,^50^,^51^. Considering these severe changes in the plant during chilling acclimation, it is plausible that also during the deacclimation phase at 20 °C many genes need to be transcriptionally reprogrammed, including recovery-specific genes that are involved in specific biochemical pathways mediating, for instance, the metabolism of chilling-specific compounds. Nevertheless, only a low percentage of genes (~5%) that is still differentially regulated during the deacclimation phase shows an overlap with the set of genes that is deregulated in feeding-induced, previously chilled plants. Hence, the differences between the feeding-induced transcriptome of previously chilled and unchilled plants is not simply due to maintained transcriptional changes of chilling-induced genes during the deacclimation phase. Instead, our data suggest that information about the previous chilling is maintained at a level other than the transcriptome. Yet, this information affects the transcriptional responses to feeding damage. Several studies show that plants keep information about a prior cold exposure at the epigenetic, protein and metabolite level for some time^25^,^28^,^52^. Future studies are needed to disentangle by which mechanism the information that is maintained during cold deacclimation affects the feeding-induced transcriptome of *A. thaliana.*

Environmental conditions are constantly changing in natural habitats and thus, both plants and insects are typically exposed to multiple stresses. The responses of plants to a combination of abiotic and biotic stresses may require the expression of other genes than for responses to any single stress alone^53^,^54^ and result in a cross talk of hormone signalling^55^. Indeed, our data show that the feeding-induced transcriptome of previously untreated plants clearly differs from the one of previously chilled plants. Numerous studies investigated plant responses to simultaneously occurring abiotic stress and herbivory. Many of these studies were testing the plant stress hypothesis which predicts that plants under abiotic stress are more suitable as food for herbivores and show reduced defences^56^. However, a meta-analysis by Koricheva *et al*.^57^ found little support for this hypothesis in its general form. To our knowledge, no previous studies have addressed the question how a plant’s transcriptional state induced by an abiotic cue like chilling affects the plant’s transcriptome when responding to a time-delayed biotic stress like herbivory.

It was tempting to hypothesise that the prior chilling experience prepares the plants for a more efficient defence against herbivory, as has also been suggested by Kim *et al*.^58^. Exposure to cold is known to trigger thickening of the cell wall^59^ and to cause changes in cell wall metabolism, among them e.g. increased biosynthesis of phenolic compounds^60^. While thicker leaf cell walls might impair feeding of especially the tiny neonate larvae, the detrimental effects of phenolic compounds on the digestion of leaf tissue have been shown in several studies^61^. However, in spite of the very different transcriptional reactions of previously chilled and naïve plants to feeding damage, *P. brassicae* larval performance did not significantly differ on these types of plants. Hence, our results show that *P. brassicae*, which is specialised on Brassicaceae, can cope with the responses of the host plant *Arabidopsis* to chilling.

In conclusion, we suggest that the fast reset of a plant’s egg-induced transcriptional changes after removal of eggs is a general phenomenon, since fading of a reliably herbivory-indicating cue also implies fading of impending danger by hatching larvae. Maintenance of a transcriptionally (or physiologically) excited state after a past egg deposition may entail some costs^46^, and thus, become inefficient when removal of eggs reduces the risk of herbivory. Future studies are needed to elucidate whether the lack of effects of the chilling-mediated plant transcriptomic changes on the herbivore’s performance are due to an unchanged plant nutritional quality or to the specialisation of the herbivore to its host plant.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* Col-0 seeds were sown on a 3:1 mixture of soil (Einheitserde Typ P; Kausek, Mittenwalde, Germany) and vermiculite (Kausek, Mittenwalde, Germany). After three days stratification at 4 °C the plants grew up in growth chambers under short day conditions (10-h/14-h light/dark cycle, 120 μmol m^−2^ sec^−1^ light intensity, 20 °C, 50% relative humidity). For the treatments, we used seven weeks old plants.

### *Pieris brassicae* rearing

*Pieris brassicae* adults were kept in a flight cage (25 × 62 × 62 cm) in a climate chamber under long day conditions (18-h/6-h light/dark cycle, 220 μmol m^−2^ sec^−1^ light intensity, 23 °C, 70% relative humidity). For oviposition, *A. thaliana* Col-0 plants grown under short day conditions were placed in the flight cage for two days. Neonate larvae were transferred into an acrylic glass box (15 × 16 × 42 cm) and kept in a climate chamber under long day conditions (18-h/6-h light/dark cycle, 160 μmol m^−2 ^sec^−1^ light intensity, 21 °C, 70% relative humidity) until used for the plant treatments. They were fed with savoy cabbage (*Brassica oleracea* convar. *capitata* var. *sabauda*) until pupation.

### Plant treatments

To compare the transcriptional responses of *A. thaliana* to insect egg deposition or chilling as primary stimuli followed by herbivory as secondary stimulus, we used the experimental setup depicted in Fig. 1a. We here refer to the primary stimulus as “P” stimulus (PE for egg deposition, P* for chilling) and to the secondary stimulus (always herbivory) as response-triggering “T” stimulus.

For treatment with the primary stimulus “egg deposition”, a mated *P. brassicae* female was prompted to deposit one egg cluster (~40 eggs) on the bottom side of the apex of leaves 16 and 17. The egg-deposited plants were kept for five days under short day conditions (8-h/16-h light/dark cycle, 120 μmol m^−2^ sec^−1^ light intensity, 20 °C, 50% relative humidity). Afterwards the egg clusters were gently removed by peeling them off the leaf. We used wide-tip entomology forceps which were carefully pushed between eggs and leaf without damaging the leaf surface or the eggs.

For treatment with the primary stimulus “chilling”, the seven-week-old plants grown under short day conditions were transferred for five days to 4 °C under short day conditions (8-h/16-h light/dark cycle, 120 μmol m^−2 ^sec^−1^ light intensity, 50% relative humidity). Control plants were kept under the same conditions except for 20 °C ambient temperature. After five days in the cold, plants were retransferred to 20 °C.

Treatment with the secondary triggering stimulus (herbivory) was applied one day after removal of the eggs or one day after retransfer of plants to 20 °C. The removed eggs were transferred to a Petri dish with filter paper and kept under short day conditions until the larvae hatched six days after oviposition. For larval feeding, 20 *P. brassicae* larvae were transferred with a dampish soft brush to leaves 16 and 17 of untreated, chilling-treated or oviposition-treated plants (in total 40 larvae per plant). To prevent escape of the larvae, they were confined to plexiglass clip cages (2 cm *∅*, 1.7 cm high) that covered the leaf area in immediate proximity to the site where previously the egg cluster was located. Hence, larvae had no chance to feed upon leaf tissue where the egg cluster was located before. Larvae which were placed on chilling-treated or untreated plants were also enclosed in clip cages (Fig. 1b). To compensate for potential influences on the leaves by fixation of the clip cages, also the leaves 16 and 17 of untreated, chilling-treated and egg-treated plants not exposed to larvae were caged (Fig. 1b, samples C_2_, C_3_, P_2_*, P_3_*, P_2_E and P_3_E). The larvae were allowed to feed gregariously within the clip cage for two days.

We determined the weight of gregariously feeding *P. brassicae* larvae that had been placed as neonate larvae on leaves (i) from which eggs had been removed one day before exposure to the larvae (Fig. 1a, leaf samples P_3_E + T) or (ii) which had been exposed to chilling followed by deacclimation for one day prior to herbivory (Fig. 1a, leaf samples P_3_* + T). Larval weight was determined after a two-day-feeding period. Furthermore, we determined the plant damage inflicted by the larvae and measured the leaf area consumed by the larvae by taking photographs of the feeding-damaged leaves side by side with a 1 cm^2^ paper square as reference. The number of pixels of the consumed leaf area was approximated by using ImageJ^62^ and converted in mm^2^ by division through the pixel number of the reference.

### Sampling of leaf material and RNA preparation

We sampled leaf tissue for RNA extraction at three time points after treatment. For each time point, we used a different set of plants. After treatment with the primary stimuli “chilling” or “egg deposition” for five days, tissue from the treated leaves was harvested for total RNA extraction (Fig. 1: sampling time point 1; chilling treated plants: P_1_*, egg treated plants: P_1_E, untreated control plants: C_1_). One day after returning to 20 °C or after egg removal, respectively, leaf material was also harvested from a different set of plants (Fig. 1: sampling time point 2; chilling treated plants: P_2_*, egg treated plants: P_2_E, untreated control plants: C_2_). After another two days of treatment with the triggering stimulus “herbivory”, leaf material from herbivore damaged (T) and non-damaged plants was harvested (Fig. 1: sampling time point 3; chilling treated plants: P_3_* and P_3_* + T, egg treated plants: P_3_E and P_3_E + T, untreated control plants: C_3_ and T). Leaf samples were collected by excising a 1 cm wide leaf strip next to the area covered with the clip cage (Fig. 1b). In total, we collected leaf tissue of each treatment at each time point, resulting in 12 types of samples (Fig. 1a). For each type of sample, we harvested tissue of *n* = 3 plants from pooled leaves 16 and 17 and generated 3–4 biological replicates.

Leaf material was frozen in liquid nitrogen and pulverised (3 × 30 sec, maximum frequency) in a ball mill MM 400 (Retsch, Haan, Germany). Total RNA was extracted by using the NucleoSpin^®^ RNA Plant kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s protocol. The purified RNA was subjected to an additional RNase-free DNase I (Thermo Fisher Scientific) digestion step for 30 min at 37 °C to remove any residual DNA. RNA concentration was determined spectrophotometrically, and RNA integrity was verified by gel electrophoresis on denaturing 1.2% agarose-formaldehyde gels.

### cDNA synthesis and quantitative real-time PCR

Total RNA was treated with DNase I (Thermo Scientific) according to the manufacturer’s instructions. First-strand cDNA was synthesised from 2 μg total RNA with SuperscriptTM III Reverse Transcriptase (Invitrogen) and quality controlled following the manufacturer’s instructions. qRT-PCR reactions were conducted on a Stratagene MX3005p Real-Time PCR System (StrataGene Systems, Washington, USA) using the Power SYBR^®^ Green PCR master mix (Applied Biosystems) and following the thermal profile: 1 × (95 °C for 10 min); 40 × (95 °C for 20 s and 60 °C for 60 s). Relative expression levels were calculated according to Livak and Schmittgen^63^ with *AtACT2* (AT3G18780) as reference gene. Primer sequences are listed in Supplementary Table S5.

### Microarray analysis

Expression analysis was performed on ArrayXS Arabidopsis v2 (XS-5010) microarrays in the Agilent 8 × 60K format (Oaklabs GmbH, Hennigsdorf, Germany) that represent 30,541 *Arabidopsis* genes. The array design is described in GEO accession GPL19779. Labelling of total RNA and microarray processing were performed by Oaklabs GmbH. Briefly, the RNA quality was re-assayed on an Agilent 2100 Bioanalyzer. Cy3-labeled cRNA was synthesised with the Agilent Quick Amp Labeling Kit one-color and hybridised to the microarrays according to manufacturer’s instructions. Microarrays were scanned on an Agilent High-Resolution Scanner G2505C, and the images were processed with the Agilent Feature Extraction software using default settings. Expression data were analysed using the Bioconductor Linear Models for Microarray Data (*limma*) software package^64^. For background correction and inter-array normalisation of all 36 array data sets, the “normexp” and “quantile” functions were used, respectively. Features with lower intensity values than ‘maximum dark corner intensity’ were excluded from further analysis.

### Statistical analysis

The data were statistically evaluated by using the software ‘R’^65^. Larval performance parameters were averaged per plant to avoid pseudo-replication and analysed by Mann-Whitney*-U*-tests. Gene expression of the background-corrected and normalised microarray data was assessed according to Smyth^66^. The *P*-values of ≥2-fold up- or downregulated genes were adjusted using Benjamini and Hochberg false discovery rate procedure. Genes with *P*_*adj*_-value < 0.05 were defined as differentially expressed. Identification of significantly enriched gene ontology (GO) terms with *P*_*adj*-_values ≤ 0.05 according to Benjamini and Hochberg false discovery rate calculation was conducted using the DAVID bioinformatics resource tools (http://david.abcc.ncifcrf.gov)^67^.

## Additional Information

**Accession codes:** Microarray gene expression data, metadata and array platform design are deposited in the NCBI Gene Expression Omnibus repository (GEO) under the accession number GSE69623.

**How to cite this article**: Firtzlaff, V. *et al*. Pre-exposure of *Arabidopsis* to the abiotic or biotic environmental stimuli “chilling” or “insect eggs” exhibits different transcriptomic responses to herbivory. *Sci. Rep.* **6**, 28544; doi: 10.1038/srep28544 (2016).

## Supplementary Material

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

## Figures and Tables

**Figure 1:**
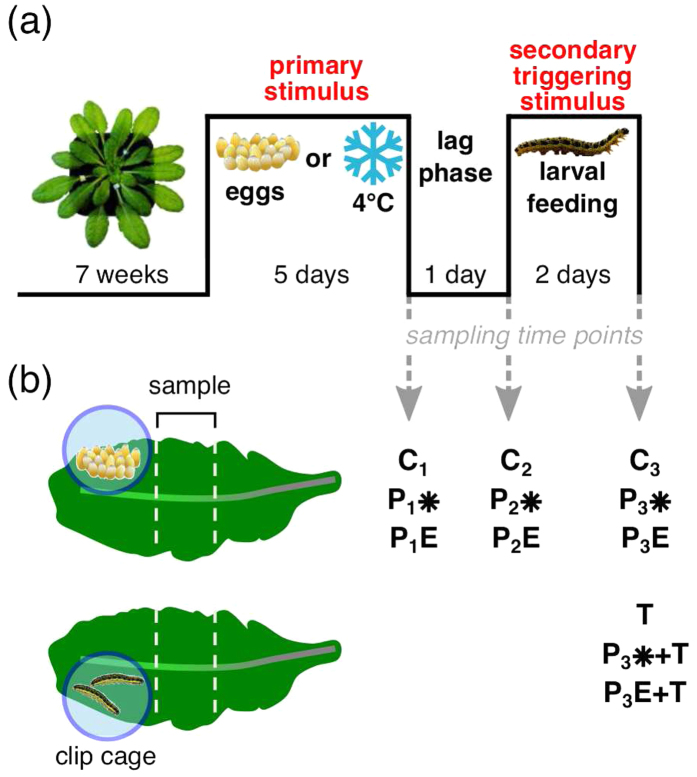
Time course of *Arabidopsis* treatment with egg deposition, chilling and/or herbivory. (**a**) Seven weeks old *Arabidopsis thaliana* plants were exposed to a primary stimulus (P) ‘*Pieris brassicae* egg deposition’ or ‘chilling at 4 °C’, respectively. After five days, the eggs were removed or plants were returned to 20 °C. After a one-day-deacclimation period a secondary stimulus ‘feeding by *P. brassicae* larvae’ was applied for two days, here referred to as secondary triggering stimulus (T). Leaf tissue (see panel **b**) was harvested at three time points: (i) after a 5-day-treatment period with the primary stimulus ‘egg-deposition’ (P_1_E) or ‘chilling’ (P_1_*) and from untreated control plants (C_1_); (ii) one day after removal of eggs from ‘egg-deposition’-treated plants (P_2_E), after one day of deacclimation of ‘chilling’-treated (P_2_*), and of untreated control plants (C_2_) of the same age; (iii) after two days with/without the secondary triggering stimulus ‘larval feeding’ of ‘egg-deposition’-treated (P_3_E + T/P_3_E), ‘chilling’-treated (P_3_* + T/P_3_*), and untreated control plants (T/C_3_). (**b**) A 1 cm wide leaf strip proximal to the ‘egg deposition’ and/or ‘larval feeding’ treated area was harvested for transcriptome analysis. From ‘chilling’-treated and untreated plants, a corresponding leaf area was harvested. The circle around the larvae indicates the clip cage trapping the larvae.

**Figure 2:**
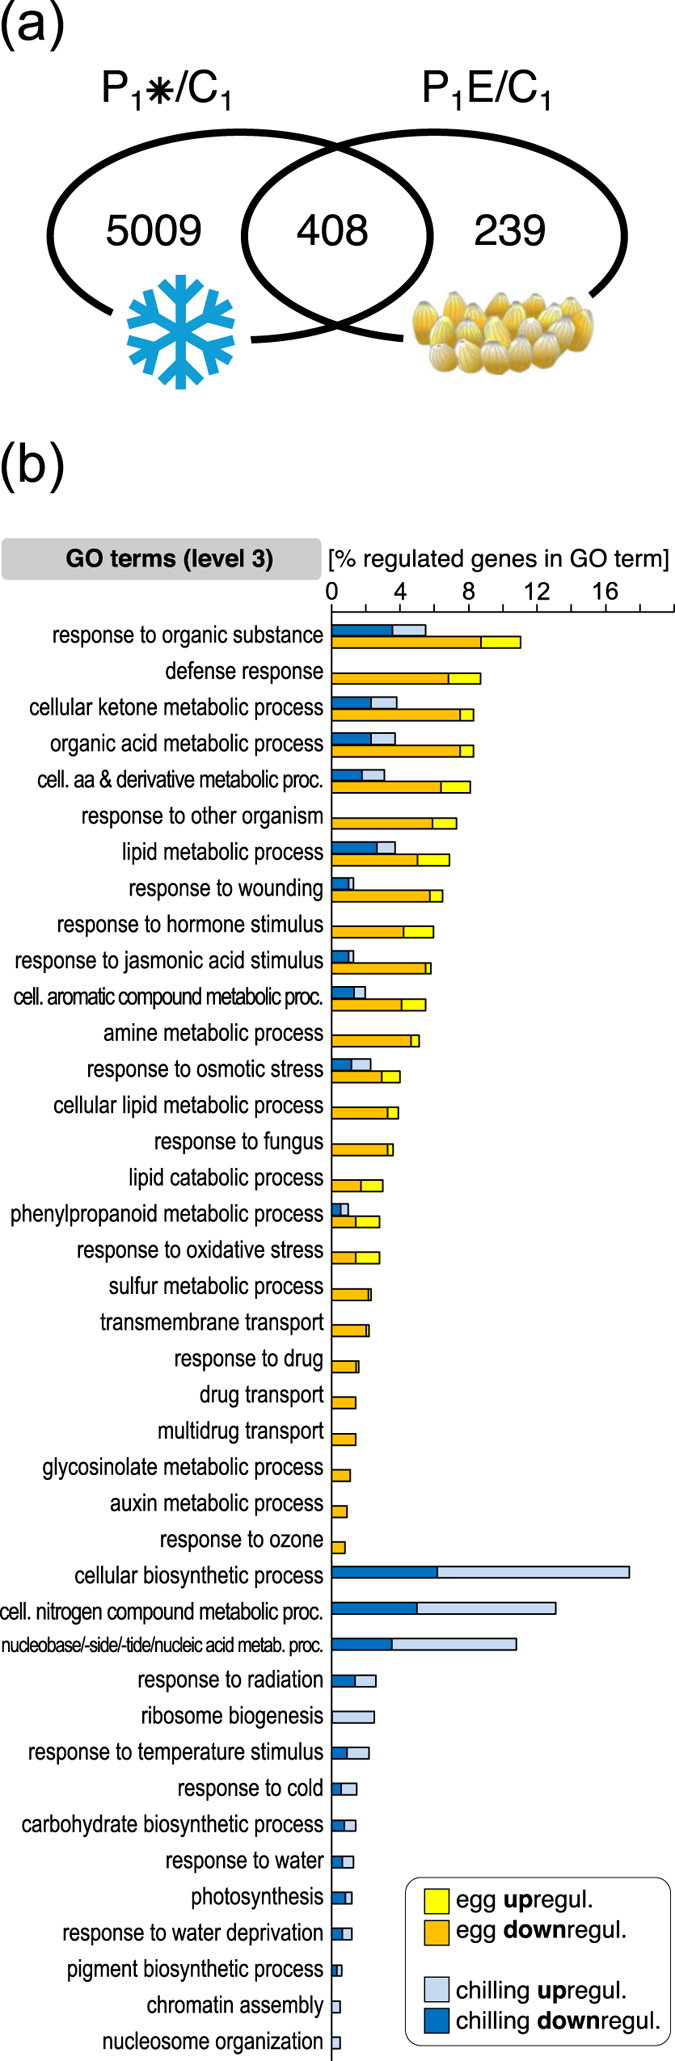
Transcriptome changes induced by chilling or egg deposition after five days. (**a**) Venn diagram illustrating the number of individual and shared genes that show ≥2-fold expression changes in ‘chilling’-treated (P_1_*/C_1_; five days at 4 °C) and ‘egg-deposition’-treated leaves (P_1_E/C_1_; five days after egg deposition by *Pieris brassicae*). Depicted are genes with expression ratio ≥2 and *P*_*adj*_ < 0.05 (*n* = 3). (**b**) Significantly enriched GO terms in egg deposition- and chilling-responsive genes. Egg deposition-responsive (yellow columns) and chilling-responsive genes (blue columns) were mapped to the GO terms in GO-level 3. The length of the bars shows the percentage of regulated genes in the respective GO categories. The brightly coloured right section of each bar represents upregulated genes; the dark coloured left section represents downregulated genes.

**Figure 3:**
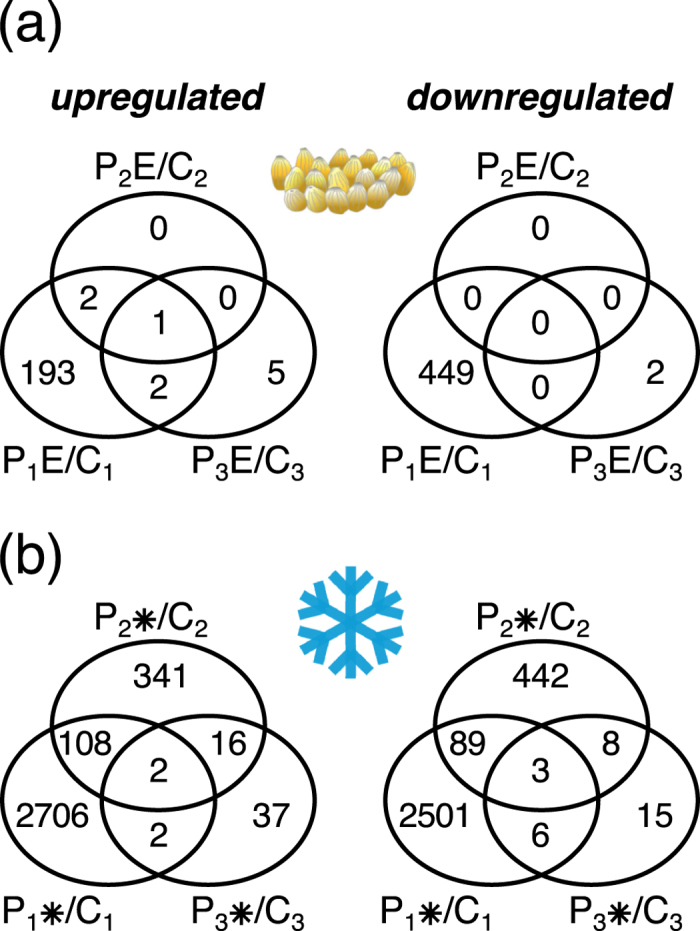
Time course of transcriptome changes in oviposited or chilled *Arabidopsis* leaves. (**a**) Upregulated (left panel) and downregulated (right panel) genes in leaf tissue next to the egg cluster five days after egg deposition (P_1_E/C_1_), one day after removal of the eggs (P_2_E/C_2_) and three days removal of the eggs (P_3_E/C_3_). (**b**) Upregulated (left panel) and downregulated (right panel) genes in leaf tissue of plants exposed to 4 °C for five days (P_1_*/C_1_), one day after returning the plants to 20 °C (P_2_*/C_2_) and three days after returning the plants to 20 °C (P_3_*/C_3_). Depicted are genes with expression ratios ≥2 and *P*_*adj*_ < 0.05 (*n* = 3; except for C_3_ with *n* = 4).

**Figure 4:**
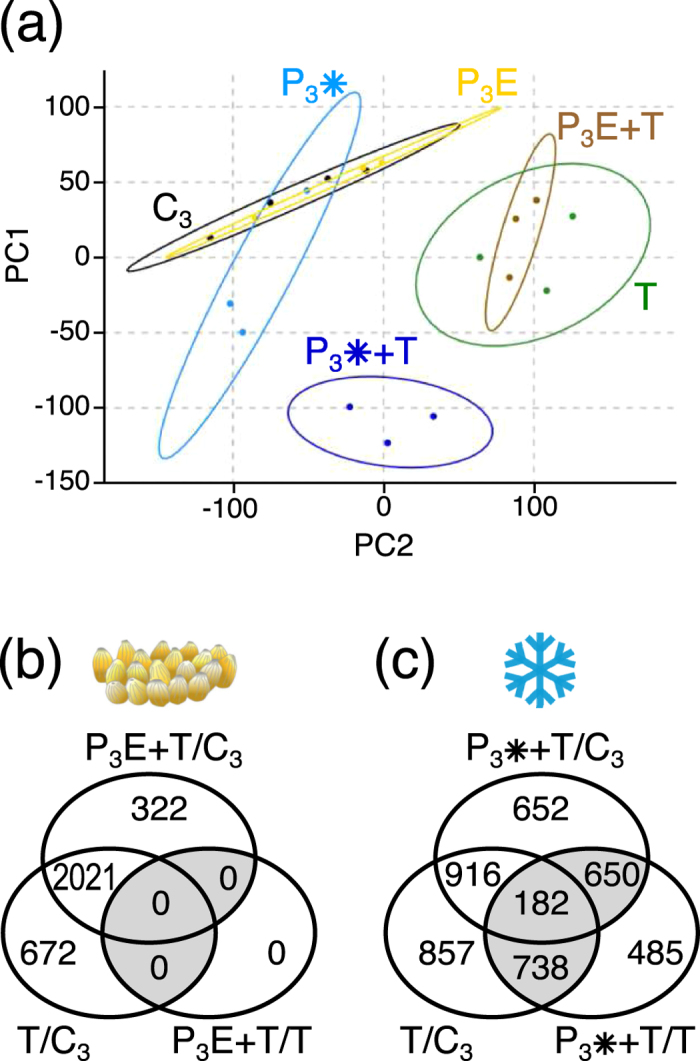
Transcriptome reconfiguration in *Arabidopsis* leaves by oviposition, chilling and herbivory. (**a**) Principle component analysis of log_2_-transformed microarray data of individual samples (biological replicates) from non-treated, chilling- or egg-treated leaves after three days recovery (C_3_, P_3_*, P_3_E) and the respective samples that were exposed to *Pieris brassicae* larval feeding (T, P_3_* + T, P_3_E + T). Depicted are the first two principal components PC1 and PC2 which explain 29.5% and 16.6% of the variance, respectively. Ellipses represent 95% confidence intervals. (**b**) Genes regulated by larval feeding on untreated plants (T/C_3_), by larval feeding on prior egg-treated plants (P_3_E + T/C_3_) and differentially regulated genes by larval feeding on prior egg-treated plants compared to larval feeding on untreated plants (P_3_E + T/T). (**c**) Genes regulated by larval feeding on untreated plants (T/C_3_), by larval feeding on prior chilling-treated plants (P_3_* + T/C_3_) and differentially regulated genes by larval feeding on prior chilling-treated plants compared to larval feeding on untreated plants (P_3_*T/T). Depicted are genes with expression ratios ≥2 and *P*_*adj*_ < 0.05 (*n* = 3; except for C_3_ with *n* = 4).

**Figure 5:**
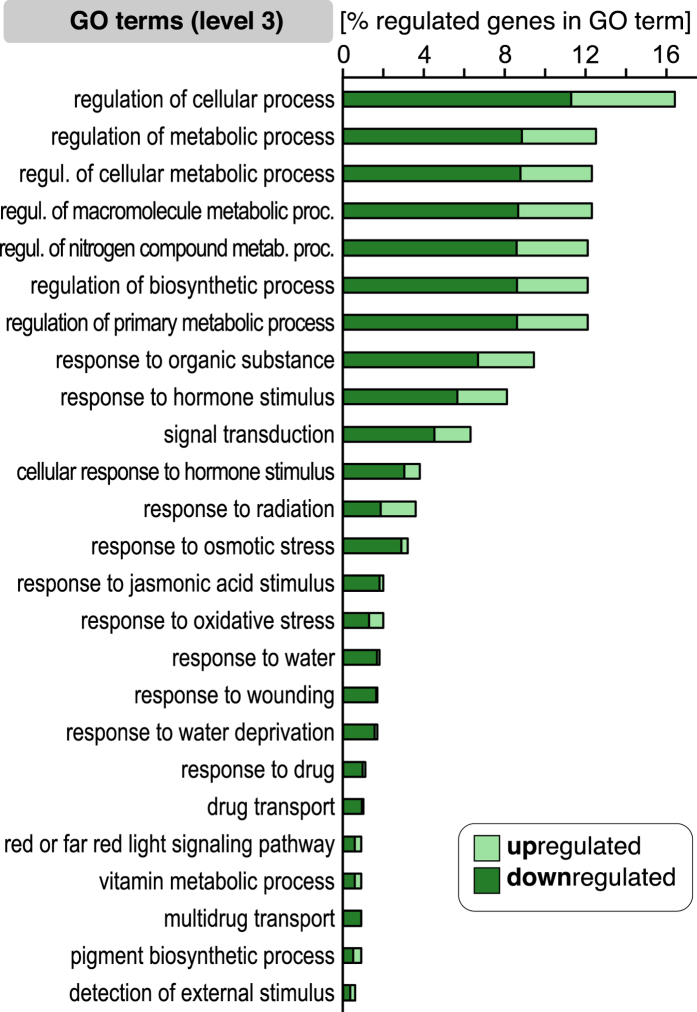
Biological process-GO terms enriched with larval feeding-responsive genes with chilling treatment-specific expression patterns. The 1,570 *Pieris brassicae* larval feeding-responsive genes with chilling treatment-specific expression patterns (shaded gene subsets in Fig. 4c) were mapped to the GO terms in GO-level 3. The length of the bars shows the percentage of regulated genes in the respective GO categories. The brightly coloured right section of each bar represents upregulated genes; the dark coloured left section represents downregulated genes.

**Table 1:** Weight of neonate *Pieris brassicae* larvae and the leaf area consumed by them (means ± SD) on *Arabidopsis thaliana* plants that received egg depositions or a chilling treatment.

Primary stimulus^1^	Secondary triggering stimulus^2^	Treatment code	Larval weight (mg/larva)	*n*^3^	*P*^4^	Consumed leaf area (mm^2^/larva)	*n*^3^	*P*^5^
None	Feeding	T	0.28 ± 0.03	8	n.s.	8.67 ± 2.77	8	n.s.
Eggs	Feeding^6^	P_3_E + T	0.28 ± 0.03	8		8.15 ± 2.51	8	
None	Feeding	T	0.32 ± 0.04	14	n.s.	5.60 ± 1.78	15	n.s.
Cold	Feeding	P_3_* + T	0.34 ± 0.06	18		6.56 ± 1.62	16	

^1^The primary stimulus was lasting 5 days.

^2^The secondary triggering stimulus started one day after removal of the primary stimulus; larvae were allowed to feed for 2 days.

^3^*n* = number of plants treated (performance data of 15–20 larvae were pooled per plant).

^4^*P* > 0.05: not significant (n.s.) Mann-Whitney *U*-Test.

^5^*P* > 0.05: not significant (n.s.) Student’s *t*-test.

^6^Larvae fed in clip cages on tissue next to the former egg cluster.

How the deposited data were processed for this re-analysis (not part of the article)

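Leaf RNA of Arabidopsis thaliana was measured on 37 Agilent single-colour microarrays, in 12 groups of 3 arrays each, with 4 for C_3_. The groups are the untreated plants (C_1_, C_2_ and C_3_), the egg-treated plants (P_1_E, P_2_E and P_3_E) and the chilled plants (P_1_*, P_2_* and P_3_*) at the 3 sampling time points, and the feeding-damaged plants at the third time point without pre-treatment (T), after eggs (P_3_E + T) and after chilling (P_3_* + T). Each array was mapped to its group by the title and the treatment given with the sample, read beside the methods of the paper. All comparisons are between independent plants. Replicate numbers were tested for pairing by correlating the deviations of 2 arrays with the same number from their group means. Each pair of the same number exceeded 0.1 only in P_1_E/C_1_ (between 0.22 and 0.31) and in C_2_/C_1_ (between 0.18 and 0.37), so the replicate number was not used as a pair in the main model and was tried as a block.

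According to the methods and the file headers, the authors labelled total RNA with Cy3, hybridized it to arrays with probes designed on TAIR10, and read the scans with the Agilent Feature Extraction software at its default settings. The intensity values deposited for each array are the software's mean and median pixel signal and the median local background of every spot, in scanner units and not normalized between arrays, and a processed signal after the software's own background correction. The log2 values deposited as a joint table were made by the authors with the normexp background correction and quantile normalization stated in the methods. By their values they start from the median pixel signal and include the control spots.

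From the intensity values, the mean pixel signal was corrected for the median local background with the normexp method of limma (version 3.58.1, in R 4.3.3) at an offset of 0, on all spots of an array. Control spots were then removed, and the 61657 gene spots were quantile normalized over the 37 arrays and put on the log2 scale. The 905 spot values that the software marks as outliers (0.0397% over all arrays) were left out, and 0 were saturated. The methods exclude features with lower intensities than the highest of the dark corner spots. Here a probe was kept where its corrected signal was above the brightest of the 35 dark corner spots of the array on every array of at least 1 group. Repeated spots of a probe and the kept probes of a gene were averaged. Of 59017 probes 37757 were kept, and of 30541 genes 19899 were tested, 13676 of them with several probes and 6223 with 1. A missing value was present for 74 genes. Of the loci on the arrays, 29870 matched the reference annotation, and all of these overlapped its coordinates. Tables were handled with data.table 1.17.8 and jsonlite 2.0.0, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Between 63.2% and 68.9% of the gene spots of an array were well above background. For arrays, their number limits the precision, and the signal over background limits which genes can be read.

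All 37 arrays were fitted with limma in 1 model with 1 mean per group, and the 15 comparisons and the interactions were taken from it as contrasts with moderated variances. A gene was called regulated at a change of at least 2-fold and an adjusted p under 0.05, adjusted after Benjamini and Hochberg over the 19899 genes. The methods can also be read as adjusting over the at least 2-fold changed genes alone, which was run as an alternative. Overlaps between comparisons that share arrays were set beside 100 simulated sets of unchanged groups with the same shared controls. Principal components were computed from centred log2 values of the arrays of the third time point. Gene lists were tested with limma's camera test at an inter-gene correlation of 0.01, adjusted over lists and comparisons, with limma's fry test beside it, and genes of a list were also counted when adjusted over the list alone. A p-value from camera can be too small where the genes of a list vary together, and fry, which keeps this correlation, is given for that reason. The steps were tested on simulated data with 200 changed genes in each of 3 comparisons and 19825 genes, with noise drawn independently for each gene. The adjustment over all genes recovered 189, 189 and 181 of them with 5, 7 and 4 false calls, and the adjustment over the 2-fold changed genes alone recovered 197, 197 and 195 with 109, 97 and 98 false calls.

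The groups, the tests, the threshold, the alternatives, the rule for naming genes and 6 gene lists were set before the data were examined. These lists are the 252 genes of the jasmonic acid list in Table S4, 7 morning and 7 evening genes of the circadian clock, 12 genes of the CBF regulon, 10 salicylic acid response genes and 7 touch-induced genes. The 28 genes up- and the 231 genes downregulated in P_1_E/C_1_ and lists of 9 shade-induced, 10 light-induced and 7 dark-induced genes were added after the first results were seen. Genes are named where the Results text or Table S3 of the paper names them, or as the qRT-PCR reference gene, and in each comparison the 2 genes with the largest rise and the 2 with the largest fall were added, among the regulated genes whose groups do not overlap and whose mean log2 value is above the median of all genes in at least 1 of both groups.

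The alternatives set at the start were the 75th percentile of the software's processed signal in place of background correction and quantile normalization, a normexp offset of 50, no background correction, no filter on dim probes, a filter on probes well above background, the dark corner filter applied to all arrays, the brightest probe of a gene in place of the mean, the deposited log2 values, the adjustment over the 2-fold changed genes alone, slide as a fixed or a random block, scan date as a block, replicate number as a block, a fit of only the arrays compared, and each array left out in turn. A normexp correction of the median pixel signal was added after the data were seen. With an array left out, groups of 3 keep 2 arrays, and the spread is pooled over all groups by limma.

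Larval performance and the raw qRT-PCR measurements are not analysed here. GO terms were not tested, as no annotation of genes with GO terms was at hand. Table S1 was at hand for its first 1997 rows.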

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

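Of the tests below, the splits of the arrays of C_2_/C_1_ and P_2_E/C_2_ and P_3_E/C_3_ by their counts of regulated genes and the test for clip cages were set before the results were seen, and the tests for slides, single arrays, the time of day, the interactions, C_3_/C_1_ and the 28 egg-responsive genes were chosen after they were seen. For groups of 3 arrays against 3, the 10 possible splits cannot give a share under 0.05, so chance cannot be excluded by this test there even where the real split stands alone.

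In C_3_, the only group with 4 arrays, replicate 4 lay far below the others in BGLU47 (At4g21760) and GA4 (At1g15550). The gap divided by the whole range was 0.945 for BGLU47, with a log2 value of 7.73 against 9.05 to 9.12, and 0.934 for GA4, with 6.74 against 10.04 to 10.28, both above Dixon's 95% critical value for 4 samples. Of 4 measures of the whole array (the median signal, the share of spots well above background and both principal components), 0 were past that value, which argues against an array that stands apart as a whole. Of the 37 items tested, 2 were past it, where 1.85 are expected by chance, so chance among the items tested is a candidate explanation for both. Replicate 4 is also the only C_3_ array of its scan date, so that scan date and the plants of this replicate cannot be told apart. Without it, BGLU47 changed by -2.78 and GA4 by -4.39 in T/C_3_, against -2.45 and -3.54 with it. No biological explanation was tested.

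The feeding effect differed between chilled and unchilled plants for 222 genes, 63 with a higher and 159 with a lower effect after chilling. Of 100 splits drawn within the pairs of groups, 15 gave as many genes, the real one included. Such splits mix the effects of feeding and chilling themselves into the interaction, so a second test was added after the first was seen. In it, the residuals of the additive fit were redrawn 100 times, and 2 sets, the real order included, gave as many. The most genes in another set were 1056. Chance was excluded by the second test and not by the first. A difference between slides is not the whole cause, since the count was 263 with slide as a block. The count depends on single arrays. It was 44 without P_3_* replicate 1 and 720 without C_3_ replicate 4, and 12 when only the arrays compared were fitted. Feeding after chilling may differ from feeding in constant warmth in these genes, but their number is not settled by these arrays.

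The egg effect at the first time point differed from that at the second for 24 genes and from that at the third for 89 genes. Of 100 splits within the pairs of groups, 6 gave as many genes in the first case and 6 in the second. In the second kind of test, 2 and 1 of 100 sets of redrawn residuals did, so that chance was excluded by one test and not by the other. The most genes in another set were 35 in the first case and 2 in the second. With slide as a fixed block, the counts were 0 and 36, and with slide as a random block, which at a consensus correlation of 0.0543 removes little of the differences between slides, they were 22 and 92. Differences between slides cannot be told apart from a change of the egg effect, because the groups lie on different slides and the fixed block moved both counts by more than 1.5 times while the random block did not. Leaving out C_1_ replicate 2 gave 0 and 21 genes, and leaving out P_3_E replicate 2 gave 248 in the second case. The egg effect was lower at the first time point for all 24 genes and for 87 of the 89. A raised level in the C_1_ arrays, a candidate below for the genes lower in P_1_E, was not tested for these genes and stays open. A biological change between the time points, which the design names, stays open as well.

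The chilling effect at the first time point differed from that at the second for 5404 genes and from that at the third for 5880 genes. Of 100 splits within the pairs of groups, 4 and 1 gave as many, and of 100 sets of redrawn residuals 1 in each case, so that chance was excluded for both. The counts were 5179 and 5567 with slide as a block, which argues against slides as the whole cause. The paper describes the loss of the chilling response after the return to warmth and does not report a test of the difference. The end of chilling, which the design names, stays open as the biological explanation.

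Between the untreated plants of the second and the first time point (C_2_/C_1_), 627 genes were regulated, 176 higher and 451 lower (967 when adjusted over the 2-fold changed genes alone), and between those of the third and the first (C_3_/C_1_) 1094 genes, 531 higher and 563 lower, although none of these plants had been treated. The paper does not report on these comparisons. Of the 10 splits of the C_1_ and C_2_ arrays, 1 gave as many genes, the real one, so chance cannot be excluded, and it was also the only one as large among the 4 splits that part as many pairs of the same replicate number, where 8 genes was the most in any other split. Of the 35 splits of the C_1_ and C_3_ arrays, 1 gave as many, so chance was excluded there. Slides are not the whole cause, as the count in C_2_/C_1_ was 660 with slide as a block. Without C_1_ replicate 2 it was 316. A harvest at another time of day is a candidate explanation: the 7 morning genes of the clock rose by 1.24 (camera adjusted p = 7.4e-05, fry adjusted p = 0.0063) and the 7 evening genes changed by -0.92 (camera adjusted p = 1.2e-04, fry adjusted p = 5.8e-04), with all genes of both lists in these directions. The methods name C_2_ and C_3_ among the groups with caged leaves, and not C_1_. The 7 touch-induced genes, of which ZAT10 is also a gene of Table S3, changed by 0.53 in C_2_/C_1_ (camera adjusted p = 0.36, and 0.0499 for the touch set when only the arrays compared were fitted) and by 1.81 in C_3_/C_1_ (camera adjusted p = 0.0057, fry adjusted p = 0.037). As the list was higher in C_3_ and not clearly in C_2_, an effect of the cages cannot be told apart from other causes. Plant age, which the design changes between the time points, stays open and was not tested.

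The 28 genes upregulated in P_1_E/C_1_ were higher as a list after egg removal, by a mean of 0.885 in P_2_E/C_2_ and of 0.631 in P_3_E/C_3_, where the paper reports few regulated genes. When slide was a block, the means were 0.894 and 0.603, so slides are not the whole cause. Of the 10 splits of the P_2_E and C_2_ arrays, 1 gave a mean as large, with 0.54 as the largest in another split, and as 10 splits cannot give a share under 0.05, chance cannot be excluded by this test. Of the 35 splits of the P_3_E and C_3_ arrays 1 did, so chance was excluded there, although the largest mean of another split, 0.60, was close to the real one. The same list changed by -0.26 in P_2_*/C_2_ (camera adjusted p = 0.16) and by -0.13 in P_3_*/C_3_ (camera adjusted p = 0.39), so the rise was seen after eggs and not after chilling, while the difference between both was not tested. The mean in P_2_E/C_2_, 0.885, is what a part of the egg response that was still present after egg removal predicts, and this is a candidate explanation. Neither time point shares arrays with P_1_E/C_1_. Of egg-responsive genes outside this list, the paper's qRT-PCR values in P_2_E/C_2_ were -0.38 for PRX52, -0.34 for YLS9 and 1.72 for PME17. In P_3_E/C_3_ they were 0.89, 0.47 and 1.16. For PRX52 and YLS9, qRT-PCR thus did not show the rise seen on the arrays in P_2_E/C_2_. Only 6 of the 28 genes had values when probes had to be above the dark corner spots on all arrays, and these changed by 0.18 and -0.14. All P_2_E arrays were scanned on 1 date, and with scan date as a block the means were 0.90 and 0.61. By their counts of regulated genes, which were 0 in limma (478 and 1263 genes at an unadjusted p under 0.05), all 10 splits in P_2_E/C_2_ and all 35 in P_3_E/C_3_ gave at least as many, as a count of 0 fixes, so this test decides nothing about single genes. Among the other splits in P_3_E/C_3_, 1 follows the scan date and 1 keeps the slides apart, and the count was 0 with either block.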

How the results depend on the processing

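The normexp correction of the median pixel signal and the list of the 28 egg-responsive genes were chosen after the data were seen, and so were the splits under the adjustment over the 2-fold changed genes. Of 594 counts, shares and list values of the comparisons under other settings than the main ones, 527 kept their direction and lay within the limits set (1.5 times for a count), 65 counts or shares moved by more, 1 list value was no longer past the threshold and 1 reversed. With a single array left out, 291 of 348 lay within the limits and 57 moved. Of the other counts and list values computed, 842 of 924 were within them under other settings and 418 of 478 with an array left out. For the named genes, 1807 of 1880 values were on the same side of the threshold with the same direction, 43 were no longer past it, 30 were newly past it and 0 reversed. With an array left out, 801 of 843 were on the same side, 37 no longer past it and 5 newly past it. None of the 9 alternatives for the background correction, normalization, filter, probe choice and deposited values moved the median of all genes by more than 0.0486 on the log2 scale in any comparison.

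With the deposited log2 values and with normexp on the median pixel signal, 0 of 40 values changed. The counts in P_1_*/C_1_ stayed within the limits under all settings run, with 5157 to 5420 genes when an array was left out. The same holds, apart from the settings named below, for T/C_3_ (2034 to 2983 with an array left out), P_3_E + T/C_3_ (1670 to 2652), P_3_* + T/C_3_ (1939 to 2270), P_3_* + T/T (1196 to 1885) and P_3_* + T/P_3_* (1570 to 1853). The cause of the changes was not tested, except where fewer genes or fewer arrays enter by the setting's construction.

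The dark corner filter on all arrays left 14612 genes, which by construction lowers counts. It gave 165 genes in P_1_E/C_1_, 1427 in T/C_3_, 1205 in P_3_E + T/C_3_, 1450 in P_3_* + T/C_3_, 1109 in P_3_* + T/T, 1177 in P_3_* + T/P_3_*, 836 in P_3_E + T/P_3_E and 2 in C_3_/C_2_. Of the genes in P_3_* + T/T, 800 were also regulated in T/C_3_ or P_3_* + T/C_3_. Of the jasmonic acid list, 43 genes were upregulated in T/C_3_ and 25 downregulated in P_3_* + T/T. The mean of the 28 egg-responsive genes, 6 of which had values, was 0.18 in P_2_E/C_2_, no longer past the threshold, and reversed to -0.14 in P_3_E/C_3_.

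The adjustment over the 2-fold changed genes alone tests fewer genes. It gave 660 genes in P_1_E/C_1_ (191 higher and 469 lower), 4 in P_2_E/C_2_, 38 in P_3_E/C_3_, 114 in P_3_*/C_3_ (63 higher and 51 lower), 967 in C_2_/C_1_, 337 in C_3_/C_2_ (245 higher and 92 lower), 1038 for the interaction of feeding and chilling, and 275 and 577 for the change of the egg effect to the second and the third time point. Shared by P_1_E/C_1_ and P_1_*/C_1_ were 430 genes, and 99 genes in P_3_*/C_3_ were not regulated in the same direction in P_1_*/C_1_. Of the P_3_* + T/T genes, 7.83% were regulated in P_2_*/C_2_, and 54 genes of the jasmonic acid list were downregulated in P_1_E/C_1_. Of the 10 splits of the arrays of P_1_E/C_1_, 1 gave as many as 660, and the most in any other split was 23. As 10 splits cannot give a share under 0.05, chance cannot be excluded by this test. Of the 35 splits in P_3_E/C_3_, 21 gave at least 38, and of those in P_3_*/C_3_, 16 gave at least 114, so chance was not excluded for either. Splits among these that follow the scan date or keep the slides apart were 1 and 1 in P_3_E/C_3_, and 1 and 3 in P_3_*/C_3_. With slide and scan date as a block, the counts were 30 and 24 in P_3_E/C_3_, 17 and 93 in P_3_*/C_3_, and 624 and 625 in P_1_E/C_1_.

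A normexp offset of 50 gave 491 genes in P_2_*/C_2_, 4 in P_3_*/C_3_, 1420 in P_3_E + T/C_3_ and 0 in C_3_/C_2_. Not regulated in the same direction in P_1_*/C_1_ were 400 of the genes in P_2_*/C_2_ and 4 of those in P_3_*/C_3_. Without background correction, the counts were 4 in P_3_*/C_3_, all 4 of them not in P_1_*/C_1_ in that direction, and 0 in C_3_/C_2_. The 75th percentile of the processed signal gave 2 genes in P_3_*/C_3_, 42 in C_3_/C_2_ and 10 for the change of the egg effect to the second time point. With no filter on dim probes, 30541 genes were tested, and the counts were 0 in C_3_/C_2_, 118 for the interaction of feeding and chilling, and 5 and 53 for the change of the egg effect, while the first principal component held 34.4%. The filter on probes well above background gave 1 gene in P_3_E/C_3_, and the brightest probe of a gene 14 genes in C_3_/C_2_.

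With slide as a fixed block, 502 genes were regulated in P_2_*/C_2_, 0 in C_3_/C_2_, and 0 and 36 for the change of the egg effect. Of the genes in P_2_*/C_2_, 411 were not regulated in the same direction in P_1_*/C_1_, and 2.01% of the P_3_* + T/T genes were regulated in P_2_*/C_2_. With scan date as a block, the count was 0 in C_3_/C_2_ and 6 for the change of the egg effect to the second time point. With slide as a random block (consensus correlation 0.0543) it was 0 in C_3_/C_2_. With the replicate number as a block, the counts were 0 in C_3_/C_2_, 684 for the interaction of feeding and chilling and 159 for the change of the egg effect to the third time point. In P_1_E/C_1_ and C_2_/C_1_, where the pairing check pairs the samples, the replicate block gave 296 and 666 genes.

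Fitting only the arrays compared leaves fewer arrays to estimate the spread. It gave 504 genes in P_2_*/C_2_ (307 higher and 197 lower), 0 in P_3_*/C_3_, 404 in P_3_E + T/P_3_E, 1 in C_3_/C_2_, 12 for the interaction of feeding and chilling, and 65 and 1 for the change of the egg effect. Not regulated in the same direction in P_1_*/C_1_ were 420 of the genes in P_2_*/C_2_ and 0 of those in P_3_*/C_3_, and 2.68% of the P_3_* + T/T genes were regulated in P_2_*/C_2_.

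With each array left out in turn, the count in P_1_E/C_1_ was between 130 (without C_1_ replicate 2) and 255, in P_2_E/C_2_ between 0 and 2 (without P_2_E replicate 3), in P_2_*/C_2_ between 518 (without P_2_* replicate 2) and 978, in P_3_*/C_3_ between 1 and 31 (without P_3_* replicate 1), in P_3_E + T/T between 0 and 1 (without T replicate 1), in P_3_E + T/P_3_E between 878 (without P_3_E replicate 2) and 1754, in C_2_/C_1_ between 316 (without C_1_ replicate 2) and 620, and in C_3_/C_2_ between 0 and 44 (without C_3_ replicate 3). It was 0 throughout in P_3_E/C_3_. The interaction of feeding and chilling had between 44 (without P_3_* replicate 1) and 720 genes (without C_3_ replicate 4), that of feeding and eggs between 0 and 1 (without T replicate 1), and the change of the egg effect between 0 and 44 genes (without C_2_ replicate 2) to the second and between 21 (without C_1_ replicate 2 or P_1_E replicate 1) and 248 (without P_3_E replicate 2) to the third time point. Genes shared by P_1_E/C_1_ and P_1_*/C_1_ numbered 102 (without C_1_ replicate 2) to 210. Genes not regulated in the same direction in P_1_*/C_1_ numbered 432 (without C_2_ replicate 3) to 779 in P_2_*/C_2_ and 1 to 29 (without P_3_* replicate 1) in P_3_*/C_3_. The share of P_3_* + T/T genes regulated in P_2_*/C_2_ was 2.88% (without C_2_ replicate 2) to 5.17%. Of the jasmonic acid list, 14 (without C_1_ replicate 2) to 27 genes were downregulated in P_1_E/C_1_. A group of 3 then holds 2 arrays, which are assumed to vary like those of the other groups.

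Signal over background limits what can be read. On the 37 arrays, 63.2% to 68.9% of the gene spots lay well above background, and 19899 of 30541 genes had a probe above the dark corner spots on every array of a group.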

Differences from the paper's values

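Of 29 values in the paper's text that were also computed here, 8 differ by the criteria set, and of 59 array values in Table S3, 5 differ. All are on the same scale, counts, percentages or log2 fold changes. The alternatives referred to were set before the data were examined.

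The paper reports 647 regulated genes in P_1_E/C_1_, against 259 here. Of 20 alternatives, the adjustment over the 2-fold changed genes alone (660) falls within 1.5 times of the paper's value, and the others do not. This adjustment is one way to read the paper's methods. For genes regulated by both treatments, the paper reports 408, against 205 here, and of 23 alternatives the same adjustment (430) comes within 1.5 times.

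For P_3_*/C_3_, the paper reports 89 regulated genes, against 1 here, and of 21 alternatives the adjustment over the 2-fold changed genes alone (114) comes within 1.5 times. The paper's number of genes higher after 3 days of deacclimation and not regulated by chilling is 53, against 1 here, and the same adjustment is the only one of 27 alternatives within 1.5 times. The paper's number of lower genes is 23, against 0 here, with 0 of 27 alternatives within 1.5 times. For genes higher only after 3 days, the paper's number is 37, against 0 here, and of 33 alternatives the same adjustment comes within 1.5 times and gives the same number. For genes lower only after 3 days, the paper's number is 15, against 0 here, and of 33 alternatives the fit without C_3_ replicate 1 comes within 1.5 times, while that adjustment does not.

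The paper states that less than 5% of the genes regulated after 5 days of chilling but not after 1 day of deacclimation were regulated again in P_3_* + T/T, against 15.3% here. None of 32 alternatives lowers the share to within 1.5 times of the paper's value. Counting the genes regulated in the same direction in both comparisons, which was chosen after seeing the values, gives 3.54%.

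In Table S3, the paper's array values for P_2_*/C_2_ differ from those here for ADH1 (-0.024 in the paper, 0.33 here), CER4 (-0.14 in the paper, 1.47 here), GER3 (-0.61 in the paper, 2.45 here) and MYC2 (0.11 in the paper, -0.47 here). For GER3 in P_1_*/C_1_, the paper's array value is 2.03, against 7.52 here. For these 5 values, none of the 19 or 20 alternatives comes within the error.

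The paper describes 9 genes as regulated by eggs in P_1_E/C_1_. Of these, 8 were tested here and all were higher, and At2g44240 alone was past both thresholds. All 8 were under the adjustment over the 2-fold changed genes alone, PME17 was with slide as a fixed or random block (adjusted p = 0.022 and 0.041) and with only the arrays compared (0.0062), UGT72E2 was with a normexp offset of 50 (0.0089) and without background correction (0.011), and BAP1 was without P_1_E replicate 3 (0.029). Over all alternatives, the adjusted p ranged from 0.0033 to 0.21 for PME17, from 0.0087 to 0.57 for UGT72E2 and from 0.012 to 1.00 for BAP1. GLIP1 did not pass the filter on dim probes.

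The paper names genes that are weakly regulated in P_3_E/C_3_ only. Here 0 genes were regulated in that comparison in limma, with 1263 at an unadjusted p under 0.05. RPP27, RLP21, At5g38970 and At2g04090 rose by between 1.00 and 1.12, and RALF30 and At5g23350 changed by -1.77 and -1.14, with adjusted p between 0.77 and 0.78. All 6 were past the threshold under the adjustment over the 2-fold changed genes alone. At4g15340 did not pass the filter on dim probes.

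The paper states that qRT-PCR gave the same picture as the arrays in all cases. Here, the sign of the array value was that of the paper's qRT-PCR value in 27 of 32 pairs for the egg- and chilling-responsive genes and in 25 of 27 pairs for the feeding-responsive genes. In each of the 17 and 20 pairs with a qRT-PCR value of at least 1 in size, the signs were equal. The 17 include GER3 in P_1_*/C_1_, for which the paper gives 2.03 as both array and qRT-PCR value, so this pair may hold no separate measurement.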

Other observations

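Of the tests below, the splits of the 15 main comparisons by their counts of regulated genes, the time of day in P_3_* + T/T and the difference present without feeding were set before the results were seen. The tests for light, a weaker feeding response, the level in C_1_, the time of day in P_1_E/C_1_, slides, the array values of Table S3, and the splits for gene lists, for P_1_E/C_2_ and P_1_*/C_2_ and for the interaction of feeding and eggs were chosen after they were seen.

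For the comparisons of 3 arrays against 3, the real split was the only one of 10 with as many regulated genes in P_1_E/C_1_, P_1_*/C_1_, P_2_*/C_2_, P_3_* + T/T, P_3_* + T/P_3_* and P_3_E + T/P_3_E (1 of 10 in each), while the most genes in any other split were 0, 4, 2, 26, 9 and 46. A share of 1 of 10 is the smallest that 10 splits can give, so this test cannot decide and chance cannot be excluded by it for any of them. Among the 4 splits of P_1_E/C_1_ that part as many pairs of the same replicate number, it was also the only one, and the others gave 0 genes. The same holds for the mean change of the jasmonic acid list in P_1_E/C_1_, P_1_*/C_1_ and P_3_* + T/T (1 of 10 in each). In P_3_E + T/T, where 0 genes were regulated in limma (411 at an unadjusted p under 0.05), all 10 splits gave at least as many, which a count of 0 fixes. Of the other splits there, 1 keeps the slides apart, and the count was 0 with slide as a block. For 3 arrays against 4, the real split was the only one of 35 in T/C_3_, P_3_E + T/C_3_ and P_3_* + T/C_3_ and for the jasmonic acid list in T/C_3_ (1 of 35 in each), so chance was excluded. Other splits gave up to 2302 genes in T/C_3_ and up to 2070 in P_3_E + T/C_3_. In P_3_*/C_3_, 8 of 35 splits gave at least 1 gene, and in C_3_/C_2_ 2 of 35 gave at least 6, so chance was not excluded for either. Of the other splits in P_3_*/C_3_ with at least 1 gene, 2 keep the slides apart, and the count was 1 with slide as a block. For the interaction of feeding and eggs, with 0 genes in limma (878 at an unadjusted p under 0.05), all 100 splits and all 100 sets of redrawn residuals gave at least as many, which a count of 0 fixes too, so that neither test decides anything there.

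The arrays of the third time point without feeding varied widely among themselves. Other splits of the P_3_E and C_3_ arrays gave up to 698 regulated genes and other splits of the P_3_* and C_3_ arrays up to 610.

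Of the 259 genes regulated in P_1_E/C_1_, 210 were also regulated in C_2_/C_1_, all in the same direction. In 100 simulated sets of unchanged groups that share C_1_, the largest number of shared genes was 22. The 231 genes lower in P_1_E than in C_1_ changed by -2.09 on average in P_1_E/C_1_, by -2.21 in C_2_/C_1_ and by -1.61 in C_3_/C_1_, and 207 of them (89.6%) were lower in C_2_/C_1_. Against C_2_, their mean in P_1_E was higher by 0.119, and 0 of them were called in limma. These values are what a raised level in the C_1_ arrays predicts, so that it is a candidate explanation for the genes lower in P_1_E. Slides are not the whole cause, since 190 were lower with slide as a block. The count without C_1_ replicate 2 was 130 for all genes in P_1_E/C_1_. A harvest of C_1_ at another time of day cannot be told apart: the 7 evening clock genes changed by -0.50 (camera adjusted p = 0.0064, fry adjusted p = 0.061) and the 7 morning genes by 0.46 (camera adjusted p = 0.041, fry adjusted p = 0.35) in P_1_E/C_1_, in opposite directions but past the threshold by camera alone. An effect of eggs that lowers these genes to the level of C_2_ stays open too. At the later time points the 231 genes changed by -0.09 in P_2_E/C_2_ and by 0.14 in P_3_E/C_3_, while feeding raised them by 1.82 in T/C_3_ (camera adjusted p = 2.1e-47, fry adjusted p = 1.5e-06).

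Measured against C_2_ in place of C_1_, 19 genes were regulated in P_1_E/C_2_ (12 higher and 7 lower), and 5172 in P_1_*/C_2_ (2650 higher and 2522 lower). For each, the real split was 1 of 10 and the only one as large, with at most 0 and 1 genes in the others, and as 10 splits cannot give a smaller share, chance cannot be excluded by this test. These comparisons also differ in plant age. The 28 genes higher in P_1_E/C_1_ were higher by 1.40 in P_1_E/C_2_. The jasmonic acid list changed by 0.098 in P_1_E/C_2_, which is consistent with a raised level in the C_1_ arrays as the source of its fall in P_1_E/C_1_. In P_1_*/C_2_ it changed by -0.43 (camera adjusted p = 0.012, fry adjusted p = 0.0027), so a raised level in C_1_ is not the whole cause of its fall after chilling.

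Several explanations were tested for the 1727 genes regulated in P_3_* + T/T. A different time of day at harvest predicts that morning and evening genes of the clock move in opposite directions. The morning genes changed by -1.93 (camera adjusted p = 1.3e-06, fry adjusted p = 3.9e-05) and the evening genes by -0.57 (camera adjusted p = 0.15, fry adjusted p = 0.092). A rise of the evening genes was not seen, but their change was past the threshold in neither test. A shift of the clock can therefore not be excluded by these lists. A difference present without feeding is not the whole cause, because the median change of these genes in P_3_*/C_3_ was 0.355 in that direction, against 1.5 in P_3_* + T/T. The changes correlated with r = 0.75 across genes, which are not independent replicates. A median as large was given by 11 of 35 splits of the P_3_* and C_3_ arrays, 2 of the others keeping the slides apart, so chance was not excluded for it. The median was 0.220 with slide as a block, so that slides and this difference cannot be told apart here, since the block lowers it by more than 1.5 times. Of the genes, 690 (40.0%) were regulated in T/C_3_ and moved back towards C_3_, so that a weaker feeding response stays open for these. A response that is only weaker leaves P_3_* + T between C_3_ and T. In P_3_* + T/C_3_, however, 640 of the genes were regulated in the same direction as in P_3_* + T/T and thus past C_3_. The adjustment allows 109 false calls on average among all 2189 genes regulated in P_3_* + T/C_3_, so a weaker response alone is not the whole cause. A weaker response on top of a difference present without feeding is not excluded by this count. Both counts come from comparisons that share arrays, which favours these directions: in 100 simulated sets of unchanged groups, r across genes was -0.52 on average for T/C_3_ and 0.51 for P_3_* + T/C_3_, against -0.52 and 0.38 here, while 0 genes were regulated in both comparisons in any set. As these sets hold no changed genes, this 0 does not say how many calls the shared arrays favour where genes do change. Less light before harvest predicts higher shade- and dark-induced and lower light-induced genes. Of these 3 lists, 2 were past the threshold in the direction predicted: the 9 shade-induced genes rose by 1.35 (camera adjusted p = 0.0023, fry adjusted p = 4.3e-06) and the 10 light-induced genes changed by -1.20 (camera adjusted p = 0.0039, fry adjusted p = 0.0075), while the 6 dark-induced genes measured rose by 0.88 (camera adjusted p = 0.19, fry adjusted p = 0.077). The lists were chosen after the largest changes were seen, so that light cannot be told apart from an effect of chilling and feeding. In P_3_*/C_3_, the shade-induced genes changed by 0.43, the dark-induced by 0.73 and the light-induced by -0.88. The response of previously chilled plants to feeding, which the design names, stays open as a biological explanation.

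In the P_2_*/C_2_ column of Table S3, the paper's array values of 6 genes differ by up to 3.06 from the log2 fold changes in P_2_*/C_2_ here, and by at most 0.0863 from those in P_2_E/C_2_. Among the 132 ordered pairs of groups, the next nearest pair was C_3_/C_2_ with 0.912. The values of this column are consistent with those of the P_2_E/C_2_ comparison. For GER3 in P_1_*/C_1_, the paper gives 2.03 both as its array and as its qRT-PCR value, and the paper's array value of PRX52 in P_1_E/C_1_ is 2.03 as well. Over all pairs of a gene and a comparison in Table S3, the median absolute difference between the paper's array values and those here was 0.0269 for the egg and chilling and 0.0164 for the feeding comparisons. In the 1997 rows of Table S1 at hand, the median difference per comparison was between 0.017 and 0.066.

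In C_3_/C_2_, 6 genes were regulated, all higher in C_3_, with 1751 at an unadjusted p under 0.05, and 337 when adjusted over the 2-fold changed genes alone. They were chosen after their values were seen, apart from EXO (2.70) and At2g32210 (2.15), which the rule for named genes gives. The others were At2g21100 (3.69), ICL (1.19), RGF6 (1.89) and MYBR1 (1.90). The count was 0 with slide or scan date as a block and 44 without C_3_ replicate 3.

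Further values of the gene lists belong to no claim. The salicylic acid response genes rose by 1.16 in P_3_E/C_3_ (9 of 9 higher, camera adjusted p = 2.1e-04, fry adjusted p = 0.21), or by 0.62 without P_3_E replicate 1 and then no longer past the threshold, and by 0.36 in P_2_E/C_2_ (camera adjusted p = 0.23), or by 0.94 without P_2_E replicate 3 and by 0.72 without C_2_ replicate 3 and then past it, and in P_1_*/C_1_ they changed by -2.12 (camera adjusted p = 0.082, fry adjusted p = 0.037). The touch-induced genes rose by 1.54 in P_1_E/C_1_ (7 of 7 higher, camera adjusted p = 4.0e-04, fry adjusted p = 0.086), by 0.98 in P_2_E/C_2_ (camera adjusted p = 0.0012, fry adjusted p = 0.33) and by 1.62 in T/C_3_ (camera adjusted p = 0.022, fry adjusted p = 0.037), or by 1.39 without T replicate 1 and then no longer past the threshold. After 5 days of chilling, the evening genes of the clock rose by 2.48 (camera adjusted p = 5.1e-04, fry adjusted p = 1.0e-11) and the morning genes by 1.25 (camera adjusted p = 0.17, fry adjusted p = 0.031). The genes of the CBF regulon changed by -1.46 in P_3_* + T/T (12 of 12 lower, camera adjusted p = 9.2e-06, fry adjusted p = 5.8e-05). The 28 genes higher in P_1_E/C_1_ changed by 0.54 in C_2_/C_1_ and by 0.50 in T/C_3_.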
